# Altered Energy Homeostasis and Resistance to Diet-Induced Obesity in *KRAP*-Deficient Mice

**DOI:** 10.1371/journal.pone.0004240

**Published:** 2009-01-21

**Authors:** Takahiro Fujimoto, Kyoko Miyasaka, Midori Koyanagi, Toshiyuki Tsunoda, Iwai Baba, Keiko Doi, Minoru Ohta, Norihiro Kato, Takehiko Sasazuki, Senji Shirasawa

## Abstract

Obesity and related metabolic disorders have become leading causes of adult morbidity and mortality. KRAP (Ki-*ras*-induced actin-interacting protein) is a cytoskeleton-associated protein and a ubiquitous protein among tissues, originally identified as a cancer-related molecule, however, its physiological roles remain unknown. Here we demonstrate that *KRAP*-deficient (*KRAP^−/−^*) mice show enhanced metabolic rate, decreased adiposity, improved glucose tolerance, hypoinsulinemia and hypoleptinemia. *KRAP^−/−^* mice are also protected against high-fat diet-induced obesity and insulin resistance despite of hyperphagia. Notably, glucose uptake in the brown adipose tissue (BAT) in *KRAP^−/−^* mice is enhanced in an insulin-independent manner, suggesting that BAT is involved in altered energy homeostasis in *KRAP^−/−^* mice, although UCP (Uncoupling protein) expressions are not altered. Of interest is the down-regulation of fatty acid metabolism-related molecules, including acetyl-CoA carboxylase (ACC)-1, ACC-2 and fatty acid synthase in the liver of *KRAP* ^−/−^ mice, which could in part account for the metabolic phenotype in *KRAP^−/−^* mice. Thus, KRAP is a novel regulator in whole-body energy homeostasis and may be a therapeutic target in obesity and related diseases.

## Introduction

Obesity and related metabolic disorders have become leading causes of adult morbidity and mortality worldwide [1]. Obese individuals have an increased risk of insulin resistance, progressing to type 2 diabetes [2]–[4]. Increased adiposity develops when energy intake exceeds energy expenditure [5]. Understanding the regulatory circuits that govern energy, fat and glucose metabolism has been a major focus of research interest, and genetic manipulations of genes affecting these metabolisms revealed the importance of systemic intertissue communication for the underlying mechanisms [6]–[8].

*KRAP*, originally identified in a human colon cancer cell as a deregulated gene, is strongly expressed in liver, pancreas and brown adipose tissue (BAT) and rarely expressed in skeletal muscle or heart in the adult mouse [9], [10]. KRAP protein structure is highly conserved between human and mouse species (80% homology) and KRAP does not contain any known functional motifs predicted. No apparent paralogous gene with *KRAP* is found in these species. KRAP is immunohistologically localized along the bile canaliculi in a fashion of co-existence with filamentous-actin in mouse liver and is biochemically enriched in a cytoskeletal fraction, however, its physiological role has not been elucidated [10].

Here we established and characterized *KRAP* ^−/−^ mice, revealing that *KRAP* ^−/−^ mice displayed a profound metabolic phenotype that exhibits increased metabolic rate, reduced adiposity, improved glucose tolerance, hypoinsulinemia and hypoleptinemia. More importantly, *KRAP* ^−/−^ mice are protected against diet-induced weight gain, fatty liver formation and insulin resistance under a high-fat diet, implicating KRAP as a potential target in therapy for obesity and related diseases.

## Results

### *KRAP^−/−^* mice show altered energy homeostasis and decreased adiposity

To examine the physiological role of KRAP, *KRAP* ^−/−^ mice were generated with deletion of 55% of the coding region of KRAP (Figure 1A). Homologous recombination was confirmed by Southern blotting (Figure 1B) and KRAP protein was not detected in *KRAP* ^−/−^-liver (Figure 1C). Genotype analysis of offspring from heterozygous matings was consistent with Mendelian inheritance (data not shown), suggesting that *KRAP* is dispensable in embryonic development. All the *KRAP* ^−/−^ mice in the mixed genetic background of 129SV/J and C57BL6/J were fertile and appeared to have a normal life span, however, *KRAP* ^−/−^ mice displayed a remarkable reduction in weight gain after birth (Figure S1). To further elucidate the physiological/pathological phenotypes, *KRAP* ^−/−^ mice with the genetic background of C57BL6/J were established and extensively analyzed.

**Figure 1:**
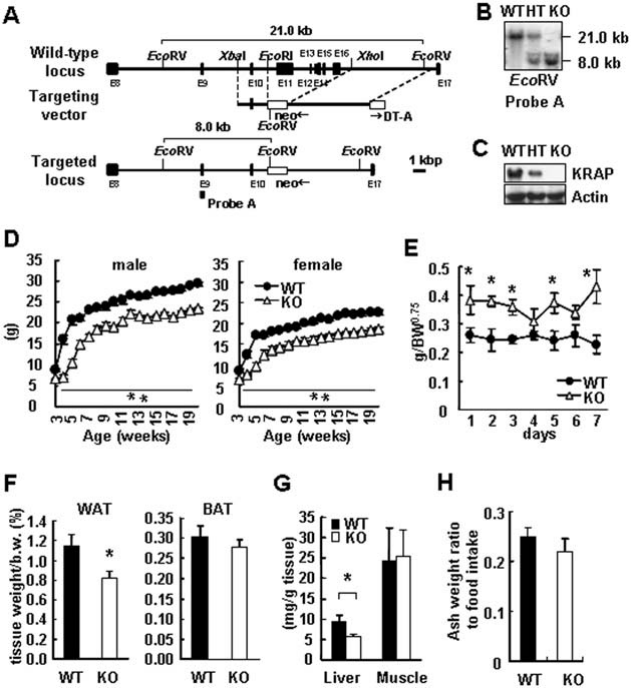
KRAP−/− Mice Showed Decreased Weight-Gain and Decreased Adiposity. (A) Targeted disruption of the KRAP gene. A region of the murine KRAP gene containing exons 11–16 was replaced with a neomycin resistance cassette. DT-A, Diphtheria-toxin A fragment; E, exon; neo, pGKneo. (B) Southern blotting of EcoRV digested tail DNA using the 5′ external probe A. WT, wild-type; HT, heterozygous; KO, KRAP−/−. (C) Western blotting with the KRAP antibody of liver lysates. (D) Body weight (BW) for KO and WT mice (n = 5–14 per group). P<0.01; F (1, 8) = 160.3 for male; P<0.01; F (1, 11) = 146.4 for female. (E) Food intake for KO and WT mice normalized by BW0.75. 30–36 weeks of age; n = 6. P<0.01; F (1, 10) = 12.6. (F) Percent body fat mass of epididymal white adipose tissue (WAT) and interscapular brown adipose tissue (BAT) (20 weeks of age; n = 9). (G) Tissue triglyceride content of livers and skeletal muscles, n = 9. (H) Daily ash mass of adult mice normalized to their food intake, n = 10. All the data are presented as mean±S.E.M.; *P<0.05; **P<0.01 compared with wild-type controls.

Total body weight (BW) at birth was not different between *KRAP* ^−/−^ and wild-type mice (Table S1). *KRAP* ^−/−^ offspring appeared normal except for weight gain. A significant reduction in total BW was observed in *KRAP* ^−/−^ mice relative to wild-type littermates throughout life (Figure 1D). Although *KRAP* ^−/−^ mice displayed a significant increase in food intake (per BW^0.75^) (Figure 1E), their epididymal white adipose tissue (WAT) mass per BW was less than that of wild-type mice (Figure 1F). BAT mass in the *KRAP* ^−/−^ mice tended to be lower compared with wild-type mice, although the difference was not statistically significant (Figure 1F). Triglycerides in liver of *KRAP* ^−/−^ were less than those in the wild-type controls (Figure 1G). In contrast, neither muscle triglyceride contents nor liver glycogen contents were different between the genotypes (Figure 1G, Table S1).

The possibility that *KRAP* ^−/−^ mice show lean phenotype due to the result of poor nutrient absorption was examined. The ash weight ratio to food intake and the total amount of proteins in the feces were comparable between the genotypes (Figure 1H, Table S1). Furthermore, one-hour (h) postprandial blood glucose levels after overnight fasting were comparable between the genotypes (data not shown). These results show that malabsorption does not occur in the *KRAP* ^−/−^ mice.

Histological analysis of epididymal WAT and BAT showed a remarkable reduction in cell size (Figure S2), possibly due to the lower content of triglycerides in *KRAP* ^−/−^ mice. Furthermore, a reduction in the subcutaneous fat content of *KRAP* ^−/−^ mice was observed compared with that of wild-type mice (Figure S2). Liver and skeletal muscle of *KRAP* ^−/−^ mice had no obvious histological abnormality (Figure S2).

The phenotype of decreased weight gain despite normal food intake and absorption in *KRAP* ^−/−^ mice suggests that there must be an increase in whole-body energy expenditure. To explore this possibility, the metabolic rate was examined by indirect calorimetry, revealing that *KRAP* ^−/−^ mice showed an enhanced metabolic rate both in the daytime and at night (Figure 2A). Metabolic fuel source analyzed by respiratory quotient was comparable between the genotypes (Table S1). To characterize the mechanisms underlying higher metabolic rate in *KRAP* ^−/−^ mice, locomotor activity and rectal temperature were examined. *KRAP* ^−/−^ mice showed a slight increase in locomotor activity, which was more evident in the dark than in the light periods (Figure 2B). The slight increase in the locomotion of *KRAP* ^−/−^ mice seemed to reflect increased exploration for food, but the increase in locomotor activity partially account for the higher energy expenditure in *KRAP* ^−/−^ mice. On the other hand, rectal temperatures on fed or fasted conditions and UCP1 expression were not different between the genotypes (Figure 2C, S3). Furthermore, adaptive thermogenic response of the *KRAP* ^−/−^ mice to cold environment is not defective (data not shown), suggesting that thermogenesis may not account for the enhanced energy expenditure in *KRAP* ^−/−^ mice, although the possibility of enhanced heat radiation from the body surface of *KRAP* ^−/−^ mice has not been excluded.

**Figure 2:**
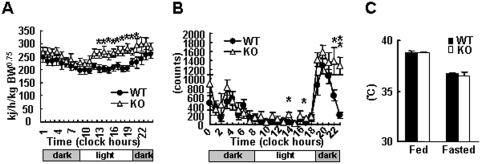
Enhanced Energy Expenditure in KRAP−/− Mice. (A) Whole-body energy expenditure measured by indirect calorimetry (22 weeks of age). 6,406±339 and 5,291±331 kJ/day/kg BW0.75), KRAP−/− (KO) and wild-type (WT) mice, respectively. P<0.05; F (1, 13) = 4.8; n = 7–8 per group. (B) Spontaneous ambulatory activity of mice evaluated for 24 h. Total ambulatory activity per day was 12,076±1,351 and 7,716±1,100 counts/day, KO and WT, respectively. P<0.05; F (1, 10) = 6.3; n = 6. (C) Rectal temperature in the fed or overnight-fasted conditions (n = 7–8). All the data are presented as mean±S.E.M.; *P<0.05; **P<0.01 compared with wild-type controls.

### Protection against diet-induced obesity and insulin resistance in *KRAP^−/−^* mice

Next, we asked whether these mice are protected against increased adiposity induced by a high-fat diet (HFD). When fed an HFD for 4 weeks, *KRAP* ^−/−^ and wild-type mice gained about 30% and 50% in BW, respectively (Figure 3A), although *KRAP* ^−/−^ mice displayed a significant increase in food intake (Figure 3B). The metabolic rate for *KRAP* ^−/−^ mice on an HFD was higher in comparison to wild-type levels (Figure 3C), whereas the respiratory quotient in *KRAP* ^−/−^ mice under HFD was comparable with that in the wild-type (Table S1). Epididymal WAT mass, BAT mass and tissue triglyceride contents in the liver and muscle were obviously decreased in *KRAP^−/−^* mice relative to the wild-type mice (Figure 3D, Table S1). Furthermore, *KRAP* ^−/−^ mice showed resistance to the formation of fatty liver (Figure 3E, 3F). These results together indicated that *KRAP* ^−/−^ mice do not become obese on an HFD.

**Figure 3:**
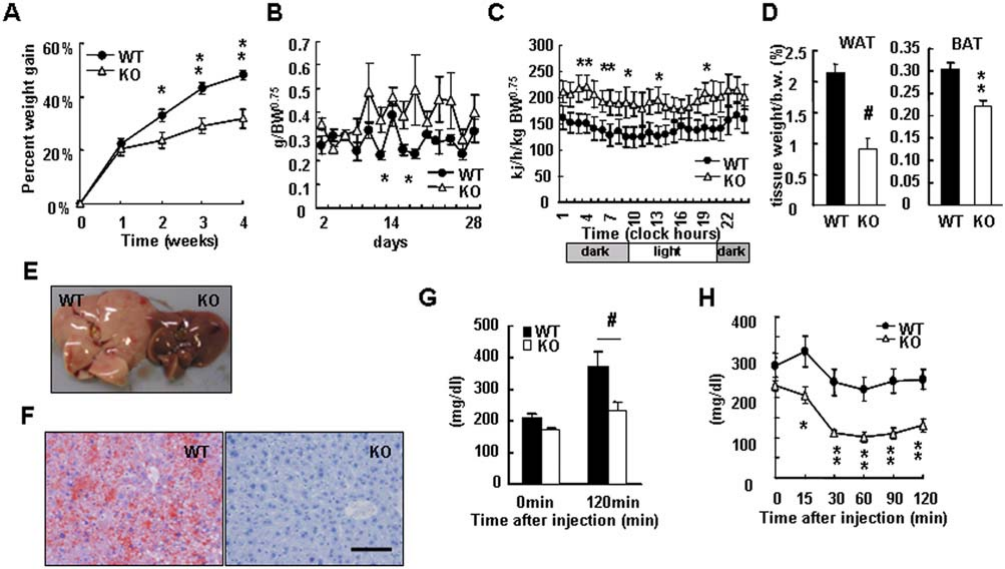
Protection Against Diet-Induced Obesity and Insulin Resistance in KRAP−/− Mice. (A) BW-gain under high-fat diet (HFD) for KRAP−/− (KO) and wild-type (WT) mice. n = 6–7; P<0.02; F (1, 11) = 9.5. (B) Food intake under HFD for KO and WT mice normalized by BW0.75. n = 6–7; P<0.05; F (1, 11) = 5.0. (C) Whole-body energy expenditure measured by indirect calorimetry after 4 weeks of an HFD. 4,694±598 and 3,389±496 kJ/day/kg BW0.75, KO and WT, respectively. n = 5–6; P<0.05; F (1, 9) = 5.9. (D) Percent body fat mass of epididymal white adipose (WAT) after 4 weeks of an HFD (left panel) or brown adipose tissue (BAT) after 18 weeks of an HFD (right panel). n = 6–7. (E) Gross appearance of liver from KO and WT mice after 14 weeks of an HFD. (F) Histological analysis of the livers represented in (E) performed by Oil Red-O and hematoxylin staining. Scale bar, 100 μm. (G) Blood glucose concentrations before and 120 min after the single glucose i.p. injection at a dose of 2 g glucose/kg BW. Glucose tolerance test performed after 8 weeks of an HFD (n = 7–8 per group). (H) Insulin sensitivity test performed after 8 weeks of an HFD. n = 7–8; P<0.01; F (1, 13) = 9.9. All the data are presented as mean±S.E.M.; *P<0.05; **P<0.01; #P<0.001 compared with wild-type controls.

We then asked whether *KRAP* ^−/−^ mice maintain insulin sensitivity on an HFD. Blood glucose levels tended to be lower in the *KRAP* ^−/−^ mice and basal insulin levels for *KRAP* ^−/−^ mice were lower than those for wild-type mice (Table S1). *KRAP* ^−/−^ mice also displayed excellent glucose tolerance and peripheral insulin action during HFD feeding (Figure 3G, 3H). All these results together suggested that *KRAP* ^−/−^ mice are protected against diet-induced obesity and insulin resistance.

### Serum glucose, insulin, leptin and triglycerides were lower in *KRAP* ^−/−^ mice

To more precisely understand the physiology of *KRAP* ^−/−^ mice, their serum chemistries were examined. Serum cholesterol, free fatty acid (FFA), ketone body, glucagon and albumin were indistinguishable between *KRAP* ^−/−^ and wild-type mice, whereas serum glucose, insulin, leptin and triglycerides were lower in *KRAP* ^−/−^ mice (Table S2). Adipokines such as leptin and adiponectin are thought to play an important role in the regulation of energy homeostasis and in glucose and fatty acid metabolism [11]–[14]. Serum leptin levels for *KRAP* ^−/−^ mice under HFD were also significantly lower than those of wild-type mice (Table S1). The hypoleptinemia can explain the hyperphagia, but not the enhanced energy expenditure in *KRAP* ^−/−^ mice [11]–[13]. On the other hand, serum adiponectin was higher in *KRAP* ^−/−^ mice under standard diet (Table S2), however, there was no difference under HFD between the genotypes (Table S1), suggesting that adiponectin may not be directly involved in the phenotype observed in *KRAP* ^−/−^ mice. There was no increase in thyroid hormones, T3 (triiodothyronine) or T4 (thyroxine), associated with an increase in metabolic rate. Growth hormone and IGF-1, implicated in maintaining body composition [15]–[17], were not significantly altered. These results together suggested that other factors and/or mechanisms will be involved in energy expenditure in *KRAP* ^−/−^ mice.

### ACC-1, ACC-2 and FAS were reduced in the *KRAP^−/−^*-liver

To understand molecular events in *KRAP* ^−/−^ mice, the expressions of mRNA involved in fatty acid metabolism, including *Acetyl-CoA carboxylase (Acc)*, *Acyl-CoA oxidase 1 (Acox1)*, *lipoprotein lipase (Lpl)*, *hormone sensitive lipase (Hsl)*, *peroxisome proliferators activated receptor gamma (Pparg)*, *Pparg coactivator 1 alpha (Pgc1a)*, *uncoupling protein (Ucp)*, *adipocyte fatty acid binding protein4 (Fabp4)* and *Leptin*, were examined in liver, skeletal muscle, WAT and BAT. Among these genes, *Acc2* is a critical regulator for the balance between synthesis and oxidation of fatty acid [18]. *Acc2*-deficient mice have a metabolic phenotype that exhibits increased metabolic rate and decreased adiposity [19], which is similar to that observed in *KRAP* ^−/−^ mice. Interestingly, *KRAP* ^−/−^ mice showed reduced expressions of *Acc1* and *Acc2* in the liver compared with the wild-type mice (Figure 4A), whereas the expression levels of *Acc2* in skeletal muscle and BAT did not differ between the genotypes (Figure 4B, 4D). *Ucp* is known to be involved in the regulation of thermogenesis and energy expenditure through the sympathetic nervous system [20], and *Acox1* catalyzes fatty acid oxidation. *KRAP*-deletion had no effect on the expressions of *Ucp* and *Acox1* in the tissues examined (*Ucp1* for BAT, Figure 4D; Figure S3; *Ucp2* for liver and WAT, Figure 4A and 4C; UCP-3 for skeletal muscle, Figure S4), which was consistent with no difference in rectal temperature measurements (Figure 2C). In WAT and BAT, the expressions of genes involved in fatty acid uptake, trapping and lipolysis, such as *Lpl*, *Fabp4*, *Hsl* and *Pparg* were not changed in *KRAP* ^−/−^ mice. Neither *Leptin* expression in WAT nor *Pgc1a* expression in BAT was different between the genotypes. All these results suggest that fatty acid synthesis is attenuated especially in the liver of *KRAP* ^−/−^ mice, where glucose oxidation and/or fatty acid oxidation might be inversely enhanced. Expressions of ACC-2, ACC-1 and fatty acid synthase (FAS) proteins were decreased by precisely 67%, 42% and 25% respectively in *KRAP* ^−/−^-liver (Figure 4E), which is consistent with the reduced mRNA levels and liver triglyceride content in *KRAP* ^−/−^ mice (Figure 4A, 1G).

**Figure 4:**
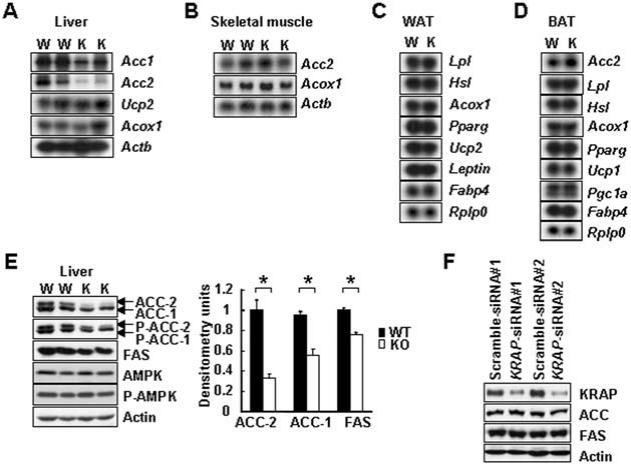
Reduced Expressions of ACC-1, ACC-2 and FAS in KRAP−/−-Liver. Northern blot analysis in liver (A), skeletal muscle (B), white adipose tissue (WAT; C) and brown adipose tissue (BAT; D) isolated from KRAP−/− (KO) and wild-type (WT) mice. (E) Western blot analysis of total-, phospho-ACC (P-ACC) and FAS of liver isolated from KO and WT mice (left). Densitometric quantification of ACC-1, ACC-2 and FAS normalized by actin content (right; n = 6; *P<0.001). Data are presented as mean±S.E.M. (F) Western blot analysis of ACC and FAS expressions in HepG2 cells 72 h after the transfection of siRNAs. Scramble-siRNAs were used as controls.

To examine whether KRAP autonomously affects the expressions of lipogenic enzymes in cells, RNA interference-mediated suppression of KRAP in HepG2 cells was performed. No change in the levels of lipogenic genes was observed in the cells (Figure 4F), suggesting that KRAP may not autonomously regulate lipogenic gene expression in the cells. However, the possibility of the KRAP-autonomous effects in lipogenic gene expression is not excluded due to the incomplete knockdown of KRAP in this experiment.

From the viewpoint of ACC regulation, adiponectin is intriguing in that it phosphorylates and activates 5′-AMP-activated protein kinase (AMPK) [21], resulting in the phosphorylation and inactivation of ACC. However, the phosphorylation statuses of ACC-1, ACC-2 and AMPK were not different between the genotypes (Figure 4E), suggesting that the adiponectin-AMPK pathway is unlikely to contribute to the decreased expressions of the lipogenic genes in *KRAP* ^−/−^-liver. These results suggested that, although the precise pathway causing the attenuation of lipogenic enzymes in *KRAP* ^−/−^-liver remains unclear, the decrease in fatty acid synthesis-related genes including *Acc2* in *KRAP* ^−/−^-liver might function as a critical mediator of the altered energy homeostasis in *KRAP* ^−/−^ mice.

### Improved glucose tolerance and increased insulin-independent glucose uptake into *KRAP^−/−^* brown adipose tissue

As *KRAP* ^−/−^ mice show a significant reduction in circulating insulin levels with lower glucose levels (Table S2), a glucose tolerance test was performed. *KRAP* ^−/−^ mice displayed improved glucose tolerance with lower insulin levels compared with wild-type mice (Figure 5A, 5B), suggesting the possibility that peripheral insulin sensitivity and/or insulin-independent glucose uptake is enhanced in *KRAP* ^−/−^ mice.

**Figure 5:**
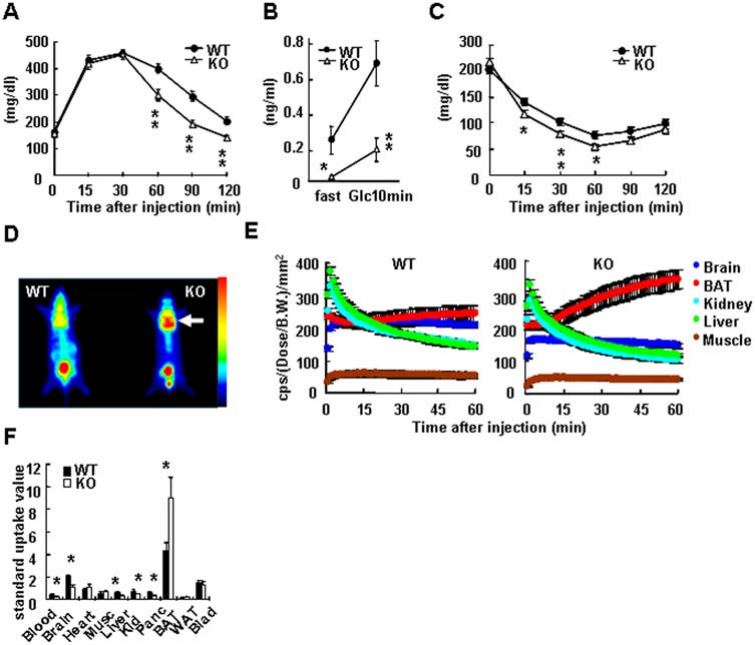
Improved Glucose Tolerance and Increased Insulin-Independent Glucose Uptake into KRAP−/− Brown Adipose Tissue. (A) Intraperitoneal glucose tolerance test in age-matched pair (15–17 weeks of age) of male mice on a standard diet. n = 10; P<0.01; F (1, 18) = 12.1. (B) Serum insulin concentrations before and 10 min after the single glucose i.p. injection at a dose of 2 g glucose/kg BW. Age-matched pair (9–11 weeks of age) of male mice. n = 8–10; P<0.01; F (1, 15) = 10.8. (C) Insulin sensitivity test in age-matched pair (21–27 weeks of age) of female mice on a standard diet. n = 14–15; P = 0.07; F (1, 27) = 3.5. (D) PET image showing the enhanced accumulation of 18F-FDG in the brown adipose tissue (BAT) of KRAP−/− (KO) mice. Arrow indicates a location of the BAT. A separate experiment in the same procedure was performed on five pairs of mice and the similar results were obtained. Gradation bar indicates signal intensity. (E) Time-activity curves of 18F-FDG in BAT (red circle), brain (dark blue circle), liver (green circle), kidney (pale blue circle) and muscle (brown circle) were obtained from the mean pixel radioactivity in ROI of the images shown in (D) (n = 5). (F) Quantification of the 18F-FDG uptakes in blood, brain, heart, muscle (Musc), liver, kidney (Kid), pancreas (Panc), BAT, epididymal white adipose tissue (WAT) and bladder (Blad) after the PET imaging (n = 5). All the data are presented as mean±S.E.M.; *P<0.05; **P<0.01 compared with wild-type controls.

Subsequently, an insulin sensitivity test was performed. The rate of glucose clearance upon insulin injection was slightly higher in *KRAP* ^−/−^ than in wild-type mice, suggesting that whole-body insulin sensitivity appears to be enhanced in the absence of *KRAP* (Figure 5C).

Next, to examine whether insulin-independent glucose uptake differs between the genotypes, the clearance of ^18^F-fluorodeoxyglucose (^18^F-FDG) was analyzed under an overnight-fasted condition by animal PET (positron emission tomography). PET imaging revealed the enhanced glucose uptake in BAT of *KRAP* ^−/−^ mice relative to wild-type mice (Figure 5D, 5E). Quantification of total glucose uptake into various tissues indicated the 2-fold higher uptake in *KRAP* ^−/−^-BAT compared with wild-type control (Figure 5F), whereas *KRAP* ^−/−^-BAT showed hypotrophic appearance (Figure 1F, S2, 3D). Besides BAT, there was no tissue showing higher glucose uptake in *KRAP* ^−/−^ mice relative to wild-type mice as far as we examined (Figure 5F). These results suggested that BAT plays a significant role in improved glucose tolerance and altered energy homeostasis in *KRAP* ^−/−^ mice. As the ^18^F-FDG dose used in the analysis had no effect on pancreatic insulin secretion, the higher glucose uptake in BAT of *KRAP* ^−/−^ mice is insulin-independent. Indeed, phosphorylation of Akt and insulin receptor were not enhanced in *KRAP* ^−/−^-BAT (Figure S5A, S5B), indicating that proximal insulin signaling is not involved in the higher glucose uptake in *KRAP* ^−/−^ mice and that the difference in insulin sensitivity may be a result due to relative higher insulin-independent glucose uptake in *KRAP* ^−/−^-BAT.

To examine whether the enhanced glucose uptake is autonomously caused by BAT cells, primary adipocytes from BAT were prepared. These showed that there was no significant difference in glucose uptake in the presence or absence of insulin between the genotypes (Figure 6A). Furthermore, *KRAP*-deletion in the cultured preadipocytes had no obvious effect on the differentiation process into adipocytes in histology and particular protein expressions (Figure 6B, 6C). Insulin-dependent Akt activation was examined, showing that the levels of phosphorylated Akt protein were comparable between the genotypes (Figure 6D). All these results suggested that not only cell autonomous effects of KRAP but also particular extracellular factors would be necessary for the improved glucose tolerance in *KRAP* ^−/−^-BAT and that KRAP in adipocytes would have a critical function in glucose uptake besides directly regulating insulin signaling.

**Figure 6:**
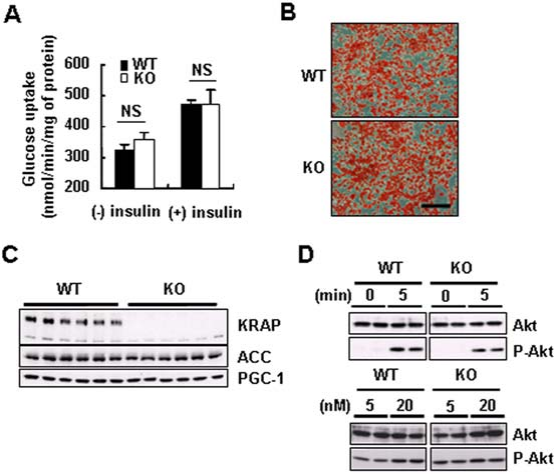
No Difference in Glucose Uptake, Differentiation or Insulin Signaling between KRAP−/−- and Wild-Type-Adipocytes in Vitro. (A) Glucose uptake into differentiated adipocytes, from KRAP−/− (KO)- and wild-type (WT)-BAT, measured with or without the pretreatment of insulin. One representative data of three independent experiments performed in quadruplicate. Data are presented as mean±S.E.M.; NS, not significant. (B) Accumulation of lipid droplets detected by Oil Red-O staining in the differentiated adipocytes. Scale bar, 100 μm. (C) Western blot analysis of ACC and PGC-1 in the differentiated adipocytes. (D) Western blot analysis of total- and phospho-Akt (P-Akt) in the differentiated adipocytes treated with 100 nM of insulin for the indicated period (upper) or with the indicated concentrations of insulin for 10 min (lower).

## Discussion

*KRAP* ^−/−^ mice display a profound metabolic phenotype that exhibits higher basal metabolic rate, resulting in decreased adiposity concomitant with improved glucose tolerance, hypoinsulinemia and hypoleptinemia. *KRAP* ^−/−^ mice are protected against diet-induced obesity and insulin resistance under HFD. Tissue-specific insulin-independent glucose uptake in BAT will be involved in the metabolic phenotype in *KRAP* ^−/−^ mice.

Some of the *KRAP* ^−/−^ offspring in the C57BL6/J genetic background died during the nursing period, but not in the mixed genetic background of 129SV/J and C57BL6/J. The *KRAP* ^−/−^ offspring in the C57BL6/J genetic background exhibited a normal life span after weaning. The *KRAP* heterozygous mice do not exhibit the metabolic phenotype as far as we examined (data not shown), suggesting that sufficient reduction of KRAP expression beyond the particular threshold may be necessary for the manifestation in the whole-body metabolism. Taken together, abolition of *KRAP* does not severely influence adult life and KRAP could become a molecular target for lifestyle-related diseases.

The reduced fat deposits in *KRAP* ^−/−^ mice can be explained by the increased whole-body energy expenditure. As increased physical activity in *KRAP* ^−/−^ mice is restricted to dark period (Figure 2B), the higher physical activity does not fully account for the increased whole-body energy expenditure, suggesting that other processes such as heat production will be involved in the altered energy homeostasis in *KRAP* ^−/−^ mice. Although differences in rectal temperature and UCP-1 expression between the genotypes were not observed (Figure 2C, 4D, S3), the possibility of participation of heat radiation from the body surface of *KRAP* ^−/−^ mice in the higher metabolic rate is still not excluded. Another possibility is that fuel is consumed in other than heat production or fat storage in BAT [22], [23], because PET imaging confirmed that BAT is involved in the enhanced glucose uptake in *KRAP* ^−/−^ mice (Figure 5D–F).

Of note is the improved glucose tolerance in *KRAP* ^−/−^ mice. In general, leanness reveals increased insulin sensitivity and this will be a plausible idea applied for *KRAP* ^−/−^ mice (Figure 3H, 5C). Indeed, KRAP does not affect directly insulin signaling process as far as we examined (Figure 6D). On the other hand, our observation that *KRAP* ^−/−^-BAT predominantly uptake glucose in an insulin independent manner is interesting, and this finding will lead to new concepts for improved glucose metabolism. GLUT-1 is a candidate molecule involved in insulin-independent glucose uptake [24]. GLUT-1 expression levels in BAT are not different between the genotypes (Figure S3), suggesting that qualitative changes in GLUT-1 or the other transporters may contribute to the altered glucose uptake in *KRAP* ^−/−^-BAT. Elucidation of the molecular mechanisms beneath the insulin-independent glucose uptake in *KRAP* ^−/−^ mice may lead to the development of medicines for patients suffering from insulin resistance.

Recently, the importance of identification of networks rather than one or two genes has been reported to understand the molecular pathology of the diseases [25], [26]. Although incomplete KRAP knockdown should be considered in the HepG2-experiment, systemic intertissue communication might be involved in the metabolic phenotype of *KRAP* ^−/−^ mice, based on the finding that both the *in vitro* culture system of HepG2 and differentiated adipocytes do not reproduce phenomena observed in *KRAP* ^−/−^ mice *in vivo* (Figure 4F, 6A).

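Liver RNA of 3 *KRAP* -/- mice and their 3 wild-type littermates, all 32 weeks old and fed normal chow, was hybridized to 1 array per mouse. The arrays from BAT were not analysed here. The only probeset named for *KRAP*, the gene now listed as Itprid2, had a signal of 21.0 ± 0.850 (SD, n = 3) in *KRAP* -/- liver and 23.6 ± 1.15 (SD, n = 3) in wild-type liver, in units of each array's median. This is a log2 fold change of −0.17, standard error 0.09, adjusted p = 0.44 from limma. The sources used here do not place this probeset inside or outside the deleted exons, so its value checks nothing about the labels. Xist, the RNA of the inactive X chromosome, read 66.3 to 85.6 on the 6 arrays at its brightest probeset. The paper's text does not give the sex of these mice. The probesets of Eif2s3y, Kdm5d and Uty, genes of the Y chromosome, read at most 0.526 on any array. By these genes all 6 mice read as female. The paper measured organ weights and energy expenditure in male mice, so the arrays and those measurements may differ in sex. The authors' deposited values are linear signal intensities from the GCOS software, before the normalization to the 50th percentile that the methods describe. The median signal was 20.2 to 23.4 in the *KRAP* -/- arrays and 19.1 to 22.6 in the wild-type arrays. The ratio of the 3′ to the 5′ control probeset, a sign of RNA integrity, was 2.28 to 2.32 and 2.01 to 2.65 for beta-actin and 0.709 to 0.795 and 0.729 to 0.778 for Gapdh. Each signal was divided by the median of its array, as in the methods, and the ratio of the *KRAP* -/- to the wild-type littermate was taken in each pair. For a test against the spread between the pairs, values were floored at 0.1, taken as log2 and fitted with limma with the littermate pair as a block, over the 28531 probesets with a mean of at least 0.5. The division by the array median, the floor and the limit on dim probesets could all change the numbers, and the number of arrays limits their precision.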

To discuss hypothetical molecular pathology underlying the metabolic phenotype of *KRAP* ^−/−^ mice, microarray gene expression analyses on BAT and liver were performed (Data were deposited in NCBI Gene Expression Omnibus. Accession number; GSE13585). To extract differentially expressed genes between the *KRAP* ^−/−^- and wild-type-tissues, Venn diagrams with 1.5-fold change in the three pairs comparisons was used as the filtering method, revealing that 272 probesets in BAT and 422 probesets in liver were changed in the three pairs of comparisons. Out of the 272 probesets, 114 and 158 were up- and down-regulated in *KRAP* ^−/−^-BAT, respectively (Figure S6). Out of the 422 probesets, 199 and 223 were up- and down-regulated in *KRAP* ^−/−^-liver, respectively (Figure S6). 

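The largest falls in *KRAP* -/- liver included a pair of cytochrome P450 genes, Cyp3a16 with a log2 fold change of −5.35 (adjusted p = 0.021) and Cyp3a44 with −2.35 (adjusted p = 8.7e-04), both of a family whose members share sequence, so that their probesets may bind more than the named gene. Cyp3a16 lay below the floor in 2 of the *KRAP* -/- livers, those of pairs 2 and 3, so its fold is set by the floor there: the log2 fold change was −6.31 with a floor of 0.01 and −4.30 with a pseudocount of 0.25, and −7.08, −4.76 and −4.22 without pair 1, 2 and 3. Slco1a1, an organic anion transporter, fell by 3.28 on the log2 scale (adjusted p = 0.0035). Its signal there in *KRAP* -/- liver was 0.899 ± 0.614 of the array median (SD, n = 3), not shown to be above background, so this fold is uncertain. Its brightest probeset changed by −2.97 (adjusted p = 0.014). Serpina12, the adipokine vaspin, changed by −2.46 (adjusted p = 8.6e-04) and the sulfotransferase Sult5a1 by −2.44 (adjusted p = 8.7e-04). Aacs and Mvd, enzymes of lipid and sterol synthesis, changed by −2.47 (adjusted p = 8.3e-04) and −2.37 (adjusted p = 0.0036), each at the probeset with the larger fall of 2 that passed. The other falls among the 10 largest were Serpina4-ps1 with −2.35 (adjusted p = 0.0063), Star with −2.22 (adjusted p = 0.033) and Mup10, of a family of near-identical genes, with −2.21 (adjusted p = 0.015), and the dimmer probesets of Serpina4-ps1 and Star did not pass. The signals of Serpina4-ps1 and Star in *KRAP* -/- liver were 0.555 ± 0.0613 and 0.441 ± 0.200 of the array median (SD, n = 3 each), not shown to be above background, so their folds and their place among the 10 are uncertain. Among the 10 largest rises, Rbm45, an RNA-binding protein, had a signal of 8.63 ± 0.618 (SD, n = 3) against 1.61 ± 0.0582 in wild-type liver, a log2 fold change of 2.42, standard error 0.16, adjusted p = 4.4e-04, and Rgs16, a regulator of G-protein signalling, changed by 2.35 (adjusted p = 0.018). Unc5c and Pnldc1, each with 1 probeset tested, changed by 2.71 (adjusted p = 0.029) and 2.64 (adjusted p = 0.037). Their wild-type signals were 0.258 and 0.744 ± 0.887 of the array median, not shown to be above background, so their folds and their place among the 10 are uncertain, with 1.94 and 1.99 when a pseudocount of 0.25 was used. Unc5c did not pass without pair 1 (adjusted p = 0.052) or without pair 3 (adjusted p = 0.057) and Star did not pass without pair 3 (adjusted p = 0.062). The log2 fold change of Rgs16 was 1.70 without pair 2, that of Mup10 −1.55 without pair 1, and that of Pnldc1 3.44 without pair 3.

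The other 6 of the 10 rises came from probesets dimmer than the brightest probeset of the gene, which did not pass the test: Rufy3 with 2.78 (adjusted p = 0.0077) against 0.03 (adjusted p = 0.92) at its brightest probeset, Dnajc1 with 2.09 (adjusted p = 0.022) against 0.10 (adjusted p = 0.75), Nfic with 1.95 (adjusted p = 0.049) against −0.14 (adjusted p = 0.69), Tbca with 1.77 (adjusted p = 0.035) against 0.01 (adjusted p = 0.95), Apob with 1.65 (adjusted p = 0.032) against 0.22 (adjusted p = 0.26), and Lpin2 with 1.57 (adjusted p = 0.022) against 0.14 (adjusted p = 0.54). The wild-type signals of Rufy3, Dnajc1 and Nfic at these probesets were 0.734, 0.487 and 0.753 of the array median, with the same limit on their folds. All of these adjusted p-values are from limma, and each named change had the same direction in all 3 pairs. The brightest probeset of Rgs16 did not pass either, with 1.03 (adjusted p = 0.26), while a further dim probeset of Rufy3 and one of Rgs16 rose by 2.02 (adjusted p = 0.0054) and 1.68 (adjusted p = 0.033). Without the pair as a block, Pnldc1, Rgs16, Nfic, Tbca, Apob and Lpin2 did not pass, with adjusted p-values of 0.050 to 0.11. Nfic did not pass without pair 1 (adjusted p = 0.051), with quantile normalization (adjusted p = 0.053), with a floor of 0.01 (adjusted p = 0.051) or with a mean of at least 1 (adjusted p = 0.053). The log2 fold change of Apob was 2.23 without pair 3.

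A ratio of at least 1.5 in all 3 pairs was met by 1036 probesets, and a ratio of at most 1/1.5 by 1299, over all probesets of the array. With the genotypes exchanged within 1 or 2 of the pairs, which gives 3 other groupings, the same rule took 1684 to 1724 probesets in all, against 2335 with the real genotypes. Among probesets with a mean signal of at least 1, the array median, these numbers were 46 to 71 against 416. By limma, 123 probesets were higher and 279 lower in *KRAP* -/- liver at an adjusted p under 0.05. With the values as deposited these were 170 and 205, and with quantile normalization 152 and 208. No probeset passed when all 45037 were tested or when limma was run without its intensity trend, although 4551 and 3089 had an unadjusted p under 0.05, and without pair 2 the counts were 186 and 349, without pair 3 295 and 469.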

The down-regulated genes in *KRAP* ^−/−^-BAT were strongly associated with Gene Ontology (GO) terms such as “fatty acid biosynthesis” and “fatty acid metabolism” (Table S3), which is comparable with the appearance of a decreased adiposity in *KRAP* ^−/−^-BAT (Figure S2). Fatty acid desaturases such as *Scd1*, *Fads3* and *Sc5d* were found as the down-regulated genes in *KRAP* ^−/−^-BAT (Table S3). Among them, *Scd1* is remarkable from the viewpoint that *Scd1*-deficient mice show an increase in metabolic rate and a decrease in adiposity [27], [28], and *Scd1* might function as a critical mediator of the altered energy homeostasis in *KRAP* ^−/−^ mice.

Intriguing is that *Dio2*, which catalyzes the extrathyroidal production of the active thyroid hormone T3 via deiodination of T4 [22], is detected as one of the up-regulated genes in *KRAP* ^−/−^-BAT (Table S3). Although well-known critical regulators of energy homeostasis such as *Acox*, *Ppargc1a* (also known as *Pgc1a*) and *Ucp1* were not altered in our microarray analysis, the serum thyroid hormone level is low in *KRAP* ^−/−^ mice (Table S2), suggesting that the altered *Dio2* expression might be a molecular basis underlying the metabolic phenotype of the *KRAP* ^−/−^ mice. At this view point, the report that bile acids from liver affect the deiodinase activity in BAT [29] is fascinated, because KRAP protein localizes beneath the bile canalicular membrane of hepatocytes [10].

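Genes of cholesterol synthesis were lower in *KRAP* -/- liver. Of 17 genes of this pathway, 16 fell, none rose and 1 did not pass the test from limma (17 fell when adjusted over the list alone). Mvd, mevalonate diphosphate decarboxylase, had a signal of 2.61 ± 0.0655 (SD, n = 3) against 13.2 ± 1.57 in wild-type liver (log2 fold change of −2.33, standard error 0.14, adjusted p = 4.0e-04). The fold changes of Fdps, farnesyl diphosphate synthase, Lss, lanosterol synthase, and Sqle, squalene epoxidase, were −2.09 (adjusted p = 4.4e-04), −2.06 (adjusted p = 0.0019) and −1.98 (adjusted p = 0.0040) on the log2 scale, and the dimmest of 3 probesets of Lss did not pass. Of 18 genes of fatty acid synthesis, 12 fell, none rose and 6 did not pass (17 fell when adjusted over the list alone). Among them Thrsp, a nuclear protein linked to lipogenesis, had a signal of 46.5 ± 16.0 against 136 ± 72.8 (SD, n = 3 each), an adjusted p of 0.0086 from limma with the pair as a block and of 0.060 without it. The dimmest of its 3 probesets did not pass.

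The median log2 fold change was −1.51 for cholesterol synthesis and −0.75 for fatty acid synthesis. Against all other genes tested, camera gave adjusted p = 1.1e-29 and 9.3e-23 for these lists with its preset correlation between genes of 0.01, and adjusted p = 0.52 and 0.41 with an estimated correlation. By fry, which asks whether the genes of a list move on balance one way, the adjusted p-values were 0.093 and 0.066. Among the genes taken as down by the 1.5-fold rule in all 3 pairs were 15 of 17 genes of cholesterol synthesis (odds ratio 147, adjusted p = 2.1e-16 from Fisher's exact test) and 10 of 18 of fatty acid synthesis (odds ratio 24.3, adjusted p = 9.3e-08). The lists were written before the data were examined but after Table S4 had been read, so their direction is not independent of it.

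Of 10 genes of sterol regulation and uptake none passed the test over all genes, with 1 higher and 4 lower when adjusted over the list alone, and Srebf2, the regulator of this pathway, had a log2 fold change of −0.60 (adjusted p = 0.059), and adjusted p = 0.044 without the pair as a block. The list passed by fry alone (adjusted p = 0.018). Of 12 genes of triglyceride synthesis none passed at its brightest probeset, with 1 lower when adjusted over the list alone. Their largest values were 0.70 (adjusted p = 0.22) for Lpin1, which was lower in pair 2 and higher in the other pairs (adjusted p = 1.5e-05 without pair 2), and −0.37 (adjusted p = 0.077) for the brightest probeset of Gpam. The dimmer probeset of Gpam fell by 0.61 (adjusted p = 0.039 from limma), and a dimmer probeset of Lpin2 rose by 1.57 (adjusted p = 0.022). By the 1.5-fold rule 1 of 12 genes of this list was up and 0 down (adjusted p = 1.0 for the former from Fisher's exact test). Adiponectin (Adipoq), a marker of adipocytes, read 0.143 ± 0.111 in *KRAP* -/- and 1.11 ± 0.951 in wild-type liver (SD, n = 3 each, adjusted p = 0.25 from limma).

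**Figure D1:**
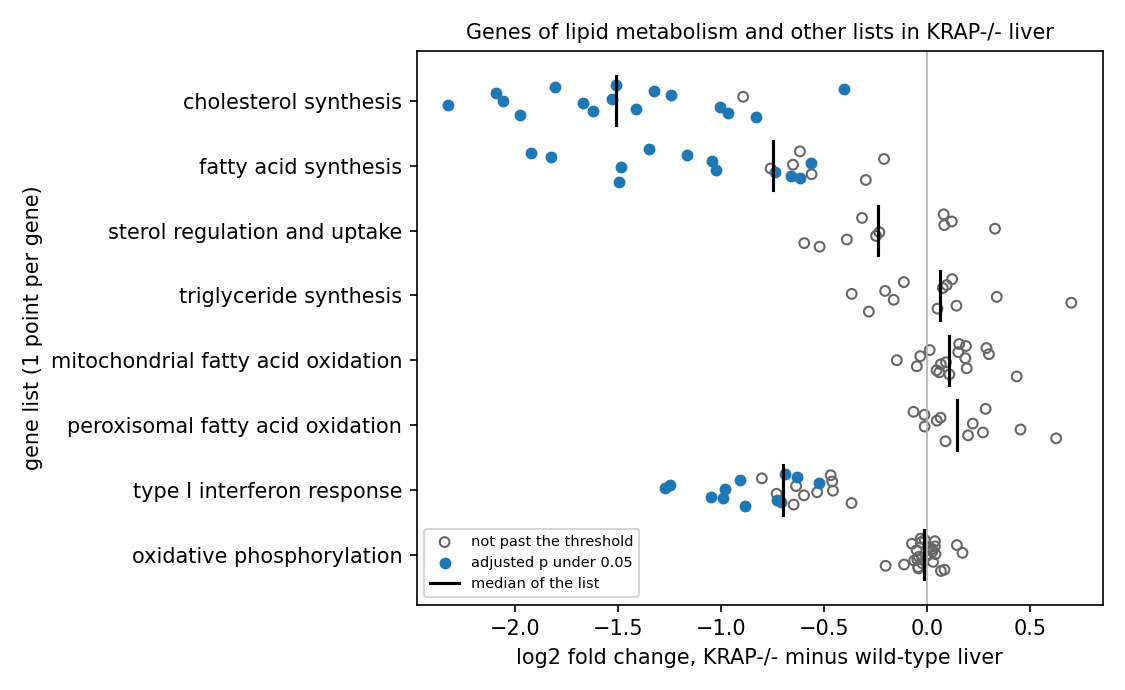
Log2 fold change between *KRAP* -/- and wild-type liver of each gene of 8 lists, at its brightest probeset. Filled points had an adjusted p under 0.05 from limma and bars mark the median of a list. All 17 genes of cholesterol synthesis and all 18 of fatty acid synthesis lie below 0, as do the 22 of the type I interferon response, while the 26 of oxidative phosphorylation lie near 0, with a median that changes sign with the scaling of the arrays.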

In *KRAP* ^−/−^-liver, the down-regulated genes were strongly associated with GO terms such as “cholesterol biosynthesis” and “lipid biosynthesis” (Table S4), which is consistent with the lower triglyceride contents in *KRAP* ^−/−^-liver (Figure 1G). Although some well-investigated lipogenic transcription factors including *Srebf1* were not altered, many critical regulators in lipid metabolism such as *Scd1*, *Acacb* (also known as *Acc2*), *Fasn* (also known as *Fas*), *Fabp5*, *Ppard*, *Acss2*, *Hmgcs1*, *Cyp51* and *Sc5d* were found as the down-regulated genes (Table S4, Figure 4A, 4E), suggesting the complexity of the molecular pathology of the *KRAP* ^−/−^ mice. 

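*Acacb*, which makes the malonyl-CoA that limits the entry of fatty acids into mitochondria, had a signal of 2.30 ± 0.520 (SD, n = 3) in *KRAP* -/- liver and 8.63 ± 0.882 (SD, n = 3) in wild-type liver, a log2 fold change of −1.92, standard error 0.19, adjusted p = 0.0029. *Fasn*, the fatty acid synthase, was at 43.0 ± 2.68 against 123 ± 30.2, a log2 fold change of −1.49, standard error 0.11, adjusted p = 8.6e-04. *Acss2*, which makes acetyl-CoA from acetate, fell by 1.82 at its brightest probeset (adjusted p = 8.6e-04), and the dimmest of its 3 probesets did not pass (adjusted p = 0.34). *Scd1*, the stearoyl-CoA desaturase, fell at both of its probesets, with −0.66 (adjusted p = 0.025) at the brighter and −1.47 (adjusted p = 0.0086) at the dimmer. The brighter did not pass with the values as deposited (adjusted p = 0.072). These changes had the same direction in all 3 pairs.

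In sterol synthesis, *Hmgcs1* had a log2 fold change of −1.24 (adjusted p = 0.0042) at its brightest probeset, and its dimmest was the only one of 5 that did not pass (adjusted p = 0.31). *Cyp51*, the lanosterol demethylase, was −1.51 (adjusted p = 0.0054) at the brightest of 3 probesets, of which the dimmest did not pass, and *Sc5d*, the lathosterol desaturase, was −0.97 (adjusted p = 0.0018) and passed at all 3. *Fabp5*, a fatty acid binding protein, fell at both of its probesets, with −1.22 (adjusted p = 0.012) and −1.26 (adjusted p = 0.016). *Ppard*, a nuclear receptor for fatty acids, was dim, with a signal of 1.10 ± 0.194 against 3.47 ± 0.787 (SD, n = 3 each) and a log2 fold change of −1.65 (adjusted p = 0.0093). *Srebf1*, the lipogenic transcription factor, had 74.9 ± 17.3 against 93.3 ± 29.1 (SD, n = 3 each), a log2 fold change of −0.30, standard error 0.08, adjusted p = 0.14, and it was lower in all 3 pairs. All of these adjusted p-values are from limma over all probesets tested. The paper found many genes of lipid metabolism lower, while *Srebf1* and some other lipogenic factors were unaltered. From this it proposes that the molecular pathology of the *KRAP* -/- mice is complex. It also relates the GO terms of the down-regulated genes to the lower triglyceride contents of the liver (Figure 1G).

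**Figure D2:**
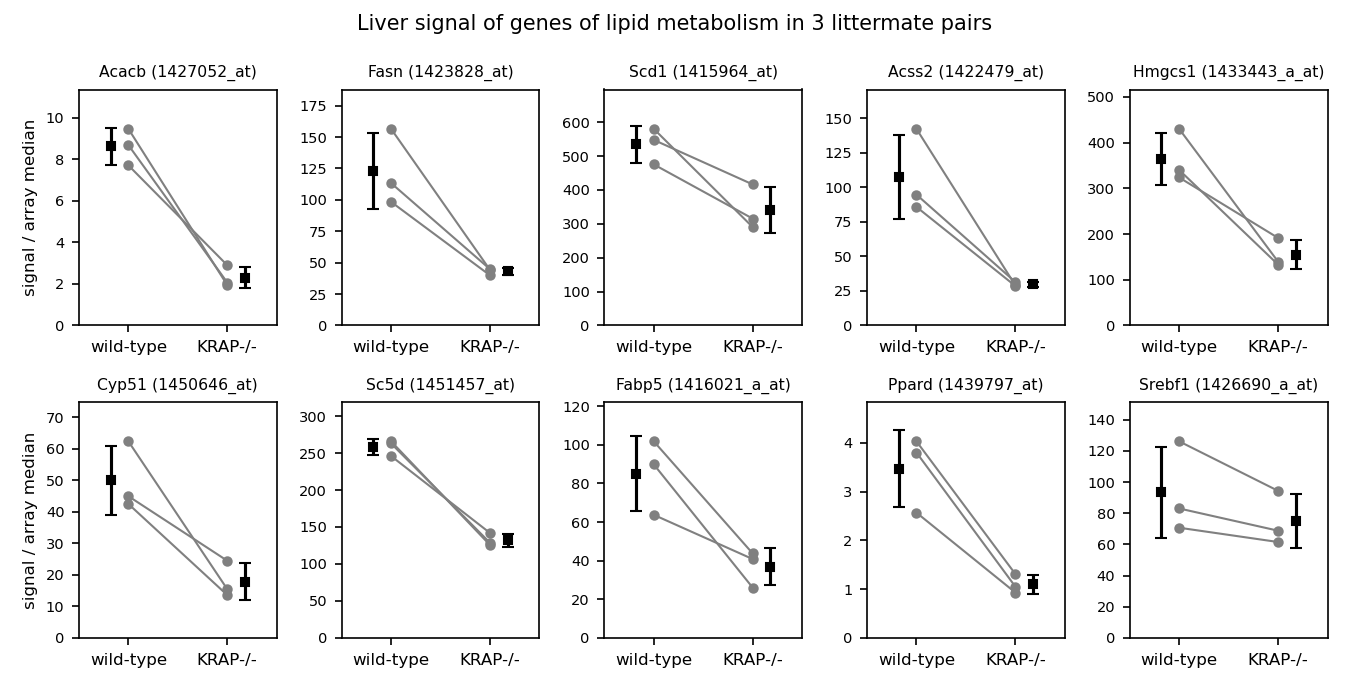
Signal divided by the array median, on linear axes, for 10 genes of lipid metabolism, each at its brightest probeset, in wild-type and *KRAP* -/- liver. Points are single mice, lines join littermates, and squares with bars give the mean and SD of 3 mice. The points of *Acacb* lie between 7.71 and 9.47 in wild-type and between 1.94 and 2.90 in *KRAP* -/- liver, while those of *Srebf1* overlap between the genotypes.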

Among the down-regulated genes, *Acc2* and *Scd1* are especially interesting, because both *Acc2*-deficient mice and *Scd1*-deficient mice show increased energy expenditure and decreased adiposity [19], [27], [28]. Considering the enhanced glucose uptake in *KRAP* ^−/−^-BAT, the down-regulation of fatty acid metabolism-related genes in *KRAP* ^−/−^-liver may result from the relatively lower glucose uptake into *KRAP* ^−/−^-liver (Figure 5E, 5F), however, the decrease in fatty acid metabolism-related genes including *Acc2* and *Scd1* in *KRAP* ^−/−^-liver might function as a critical mediator of the altered energy homeostasis in *KRAP* ^−/−^ mice.

Of interest is up-regulation of *Lepr* and *Acaa1a* (also known as *PTL*) in the *KRAP* ^−/−^-liver (Table S4), suggesting the presence of enhanced leptin sensitivity and its contribution to the metabolic phenotype of *KRAP* ^−/−^ mice [11]–[14]. 

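*Lepr*, the leptin receptor, was higher in *KRAP* -/- liver at 2 of the 3 probesets tested. Its brightest had a signal of 5.79 ± 0.653 (SD, n = 3) against 3.08 ± 0.329 (SD, n = 3), a log2 fold change of 0.91, standard error 0.15, adjusted p = 0.022 from limma. Another changed by 1.10 (adjusted p = 0.040) but did not pass without pair 2 (adjusted p = 0.070). The remaining probeset had a log2 fold change of 0.37 (adjusted p = 0.46). *Acaa1a*, a thiolase of peroxisomal fatty acid oxidation, was higher at 1 of 2 probesets, with 12.7 ± 1.65 against 7.89 ± 0.377 (SD, n = 3 each), a log2 fold change of 0.68, standard error 0.12, adjusted p = 0.026. Its other probeset, about as bright, had a log2 fold change of −0.01 (adjusted p = 0.98). The IDs of both end in _x_at, which marks probesets that may also bind other transcripts.

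Of 12 genes of leptin and growth hormone signalling, *Lepr* rose, none fell and 11 did not pass (1 rose and 4 fell when adjusted over the list alone), and camera gave adjusted p = 0.52 for the list. None of 12 genes of peroxisomal fatty acid oxidation passed the test at its brightest probeset (1 rose when adjusted over the list alone), with a median log2 fold change of 0.15. By the 1.5-fold rule, which takes any probeset of a gene, 1 of these 12 genes was up and 0 down. None of 17 genes of mitochondrial fatty acid oxidation passed either, over all genes or when adjusted over the list alone, with a median of 0.11. Pex11a and Slc25a20 had the largest values in these lists, 0.63 (adjusted p = 0.18) and 0.44 (adjusted p = 0.10). Without pair 3 their adjusted p-values were 5.0e-04 and 0.0067. Of 11 targets of PPARα, Angptl4, a secreted inhibitor of lipoprotein lipase, rose by 0.72 on the log2 scale (adjusted p = 0.011 from limma) and none fell (3 rose when adjusted over the list alone). As lists, camera called these higher with its preset correlation, with adjusted p = 7.3e-04 for the peroxisomal genes, 2.7e-04 for the mitochondrial genes and 2.7e-04 for the PPARα targets. With an estimated correlation each had adjusted p = 0.58. In pair 3 the median ratio was below 1 in all of these lists, at 0.921, 0.945 and 0.901. Without pair 2 the peroxisomal genes and the PPARα targets did not pass (adjusted p = 0.092 and 0.068 from camera).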

In association with this observation, the discrepancy observed in *KRAP* ^−/−^ mice between decreased circulating serum leptin (Table S2) and normal WAT leptin mRNA levels (Figure 4) might suggest the existence of dysregulation of leptin production from WAT and/or increased peripheral leptin sensitivity in *KRAP* ^−/−^ mice. Based on the recent reports showing that insulin increases leptin translation [30], [31], hypoinsulinemia may affect the leptin turnover, which might contribute in part to the metabolic phenotypes in the *KRAP* ^−/−^ mice. As *Acaa1a* is suspected to be involved in fatty acyl-CoA β-oxidation pathway [32], assessment of the relevant pathways to the *KRAP* ^−/−^-liver metabolism should be a subject of future studies, although the expression level of *Acox* is not changed in the *KRAP* ^−/−^-liver (Figure 4A).

Although critical genes for the regulation of fatty acid metabolism and/or energy metabolism such as *Scd1*, *Acc2*, *Dio2* and *Lepr* were differentially expressed in *KRAP^−/−^*-BAT or liver, other multiple KRAP-regulated pathways and the interplays of these *in vivo* should be considered for potential mechanisms underlying the metabolic phenotypes in *KRAP* ^−/−^ mice. The smaller size of adipocytes in WAT and BAT may be one of the possible mechanisms protecting from lipotoxic effects of spilled fat to other tissues, which could also explain the improved glucose tolerance in the *KRAP* ^−/−^ mice. Another possibility of the participation of sympathetic nervous system is not excluded in the pathogenesis of *KRAP* ^−/−^ mice, although normal UCP1 levels and lower *Adrb3* levels existed in the *KRAP* ^−/−^ mice (Figure 4D, S3 and Table S3). Thus, the determination of the precise mechanism of the metabolic phenotype in *KRAP* ^−/−^ mice should await future studies.

In this study, we provide evidence to implicate a critical role for KRAP in pathways regulating whole-body energy homeostasis. Identification of the exact molecular functions of KRAP and tissue-specific conditional knockout mouse models will lead to a better understanding of the molecular basis for *KRAP*-deletion to affect whole-body energy homeostasis. Our work identifies KRAP as a promising new target for intervention in obesity and obesity-related diseases and establishes the *KRAP* ^−/−^ mouse as a novel model of metabolism-related diseases.

## Materials and Methods

### Animals

All the animals used in this study were treated in accordance with the rules of Fukuoka University.

### Generation of *KRAP*-deficient mice

We isolated a genomic DNA of the *KRAP* gene from a 129/SV mouse genomic library (Stratagene) and constructed the targeting vector by replacing a 7.2-kb *Xho*I-*Sal*I fragment containing exons 11–16 (55% of the coding region) of the *KRAP* gene, with a pGKneo cassette with opposite transcriptional orientation. The 5′ and 3′ arm of the targeting construct was composed of 2.3-kb and 6.4-kb genomic DNA, respectively. Diphtheria-toxin A fragment cassette (DT-A) flanked the 3′ genomic arm. The targeting vector was linearized with *Sal*I. ES cells were electroporated with the linearized targeting vector and selected with G418 on embryonic fibroblast feeder cells as described [33]. *Eco*RV digestion of genomic DNA identified an 8.0-kb recombinant allele and a 21.0-kb wild-type allele, when hybridized with an external probe (350-bp *Xba*I fragment). The neo probe was used to confirm homologous recombinants and ensure that there was only one integration site. The mutant ES cells were microinjected into C57BL6/J blastocysts as described [33], and the resulting male chimeras were mated with C57BL6/J mice. Heterozygous offspring were intercrossed to generate *KRAP*-deficient (*KRAP* ^−/−^) mice. The *KRAP* ^−/−^ line was backcrossed six times and maintained in the genetic background of C57BL6/J.

### BW regulation

Animals were maintained in a temperature-controlled (23°C) facility with a 12 h light/dark cycle. Mice had *ad libitum* access to water and standard rodent chow. Body weights were recorded weekly.

### Organ weight study

Age-matched (20 week-old) male *KRAP* ^−/−^ (*n* = 9) and wild-type (*n* = 9) mice were sacrificed and the wet weights of epididymal WAT and interscapular BAT were measured.

### Histological study

WAT, BAT, skin, liver and muscle of 22 week-old male mice were obtained under fed condition. Tissues were fixed in 3.7% formaldehyde in PBS, dehydrated in ethanol, embedded in paraffin. Sections were deparaffinized, rehydrated and stained with hematoxylin and eosin. Adipocyte perimeter from 200 cells was determined using Image J software from images of hematoxylin and eosin staining. Liver paraffin sections of mice after 14 weeks feeding of high-fat diet 32 (CLEA-Japan) were subjected to Oil Red-O staining to detect lipid droplets and counterstained with hematoxylin.

### Tissue triglyceride content

Tissue triglyceride was extracted [34], and measured with an enzymatic triglyceride E-test Wako (Wako Co.).

### Food intake study

Age-matched (30–36 week-old) male *KRAP* ^−/−^ and wild-type (*n* = 6) mice were given standard diet for 7 days. BWs were recorded every 24 h. Food, previously weighed, was offered to mice for 7 days. Every 24 h, the remaining food including crumbs was weighed and the daily food intake (g/day/BW^0.75^) was estimated.

### Energy metabolism study

Age-matched (22 week-old) male *KRAP* ^−/−^ (*n* = 8) and wild-type (*n* = 7) mice were kept for 3 days an individual metabolic cages (48 h for the acclimation of the mice to the metabolic cages, followed by 24 h for the measurement of the metabolic rate). Oxygen consumption and carbon dioxide production in expired air were measured continuously with an automatic O_2_-CO_2_ analyzer (NEC Medical System, model IH26) as described [35]. Energy expenditure per h and day was calculated.

### Locomotor activity and body temperature

Twenty four-h after the acclimation of the mice to the cages, spontaneous ambulatory activity of individually housed mice was evaluated over a 24 h period using a Digital Acquisition System (Bioresearch Center Co.). Consecutive photobeam brakes occurring in adjacent photobeams were scored as an ambulatory movement. Cumulative ambulatory activity counts were recorded every one h throughout the light/dark cycles. During the study, mice had *ad libitum* access to food and water. Body temperature was assessed by measuring rectal temperature using a digital thermometer (Shibaura Electronics Co.).

### BW regulation on a high-fat diet

Age-matched (23 week-old) male *KRAP* ^−/−^ (*n* = 6) and wild-type (*n* = 7) mice were given high-fat diet 32 (CLEA-Japan) for 4 weeks. BWs were recorded every 2 days. Food, previously weighed, was offered to mice for 4 weeks. Every 2 day periods, the remaining food, including crumbs, was weighed and the daily food intake (g/day/BW^0.75^) was estimated. After the 4 weeks period on a high fat diet, mice were subjected to measurements of energy metabolism as described above.

### Serum chemistry

Blood was collected from the retroorbital sinus in the fed state. Blood was kept on ice until centrifugation (3,000 g, 15 min at 4°C), and the serum was stored at −70°C until analysis. Serum insulin, leptin, adiponectin, T4, IGF-1 and glucagon concentrations were measured using ELISA kits (Shibayagi Co., R&D Systems, Otsuka Pharmaceutical Co., Endocrinetech. Co., R&D Systems and Yanaihara Research Co., respectively). Serum T3 and growth hormone were measured using RIA kits (Diagnostic Products Co. and GE Healthcare, respectively). Triglycerides, total cholesterol, FFA and albumin were determined by enzymatic assays (Wako Co.). Tail vein blood was used for glucose and ketone body quantifications with the Medisense Xtra (Abbott Laboratories Co.).

### Northern blotting

Northern blotting was performed as described [10]. The cDNA fragments of *Actb*, *Acox1*, *Acaca* (also known as *Acc1*), *Acacb* (also known as *Acc2*), *Ucp1*, *Ucp2*, *Lpl*, *Hsl*, *Pparg*, *Leptin*, *Fabp4*, *Rplp0* and *Pgc1a* were prepared by reverse transcriptase PCR using the primers listed in Table S5.

### Western blotting

Western blotting was performed as described [10]. Specific signals were detected by using KRAP antibody [10], Actin antibody (A2066, Sigma), phospho-ACC (Ser79) antibody (07-303, Upstate), Fatty acid synthase antibody (clone23, BD Biosciences), AMPK antibody (#2532, Cell Signaling), phospho-AMPK (Thr172) antibody (#2535, Cell Signaling), PGC-1α antibody (AB3242, Chemicon), Akt antibody (#9272, Cell Signaling) and Phospho-Akt (Ser473) antibody (#9271, Cell Signaling). To detect ACC proteins, avidin-HRP (GE Healthcare) was used.

### Cell culture

HepG2 cells were cultured at 37°C with 5% CO_2_ in DMEM containing 10% fetal calf serum (FCS), and transfected with a small inhibitory RNA (siRNA) using MicroPorator MP-100 (Digital Bio) as described [10]. Two distinct siRNAs were designed to target the coding region of human *KRAP* gene (nucleotides 1179–1203 and 1524–1548, GenBank accession no. **AB116937**) [10].

### Intraperitoneal glucose tolerance test, insulin secretion after glucose injection test or insulin sensitivity test

Intraperitoneal glucose tolerance test, using a dose of 2 g glucose/kg BW, was performed on overnight fasted animals. Insulin secretion after glucose injection test was carried out by measuring serum insulin concentrations before and 10 min after the single glucose i.p. injection at a dose of 2 g glucose/kg BW. Insulin sensitivity test was done on 3 h fasted animals followed by injection of insulin at a dose of 0.75 U/kg BW. Tail vein blood was collected 15, 30, 60, 90 and 120 min after injection and used for glucose quantification with the Medisense Xtra.

### Whole-body ^18^F-FDG PET

Age-matched (7-month-old) male wild-type (*n* = 5) and *KRAP* ^−/−^ (*n* = 5) mice were injected into a tail vein with 1 nmol/kg BW (150 MBq/kg BW) of 2-deoxy-2-[^18^F]fluoro-D-glucose (^18^F-FDG). The emission scan was started immediately after the injection and performed for 60 min with a planar positron imaging system as described [36]. At 65 min after the injection, mice were sacrificed and blood, brain, muscle, liver, kidney, pancreas, BAT, WAT and bladder were collected for ^18^F-FDG determination.

### Brown adipocyte cell culture

Brown adipocyte cell culture was done essentially as described [37]. Briefly, BAT was isolated from newborn *KRAP* ^−/−^ and wild-type mice, minced and subjected to collagenase digestion. The digested tissue was filtered, washed and the resultant cells were expanded in culture medium as described [37]. For differentiation, preadipocytes were grown to confluence in culture medium supplemented with 20 nM of insulin and 1 nM of T3 (differntiation medium). Confluent cells were incubated for 24 h in the differentiation medium further supplemented with 0.5 mM of isobutylmethylxanthine, 0.5 µM of dexamethasone and 0.125 mM of indomethacin. Subsequently, the cells were maintained in the differentiation medium for 5 days until exhibiting a fully differentiated phenotype with massive accumulation of fat droplets. Glucose uptake assay was carried out after the cells were starved in serum-free medium for 4 h, before 100 nM of insulin was added for another 30 min. At the end of the stimulation period, cells were exposed to 2-deoxy-[^3^H]glucose (0.5 µCi/ml final concentration) for 15 min. The incorporated radioactivity was determined by liquid scintillation counting.

### Expression array analysis

Total RNA was extracted from BAT or livers of three pairs of littermates (32 week-old) fed normal chow, using Qiagen RNeasy kit. Preparation of biotinylated antisnse cRNA, hybridization to GeneChip Mouse Genome 430 2.0 Array (Affymetrix), washing, scanning and data processing were performed according to the manufacturers' instructions and as described previously [10]. Output files were then loaded into GeneSpring v7.3 (Agilent Technologies) with per chip normalization to the 50th percentile and per-gene normalization to the average expression level of the wild-type. Three pairs of comparisons of the gene expression profile between *KRAP* ^−/−^ and the wild-type (KO#1 vs. WT#1, KO#2 vs. WT#2 and KO#3 vs. WT#3) was performed. To extract differentially expressed genes in KO compared with WT, Venn diagrams with 1.5-fold change in the three pairs comparisons was used as the filtering method.

### Statistical analysis

Data are presented as mean±S.E.M., and statistical analysis was performed using an unpaired Student's *t*-test when comparing two groups means (Figure 1F, 1G, 1H, 2C, 3D, 3G, 4E, 5F, 6A, S1, Table S1, S2). Data for the body weight, energy expenditure, respiratory quotient, locomotor activity, food intake on an HFD, insulin sensitivity, glucose tolerance and insulin secretion after glucose injection (Figure 1D, 1E, 2A, 2B, 3A, 3B, 3C, 3H, 5A, 5B, 5C) were subjected to repeated measures two-way ANOVA followed by *post hoc* Tukey-Kramer multiple comparisons tests. Data for the cell perimeter of white adipose tissue (Figure S2) was analyzed with Mann-Whitney U test. Differences at *P*<0.05 were considered to be statistically significant.

## Supporting Information

Figure S1 Body weight for KRAP−/− (KO) and wild-type (WT) mice. 18 week-old, Data are presented by mean±S.E.M. of n = 8.
(2.87 MB TIF) Click here for additional data file.

Figure S2 Histological analysis of epididymal WAT, BAT, skin, liver and skeletal muscle of 22 week-old male mice by hematoxylin and eosin staining. Scale bar, 50 µm. (Right graph) The measurement of cell perimeter of epididymal white adipose tissue (WAT) by Image J software. Representative adipocyte perimeter distribution of 200 cells from two animals per group (Median, 193 µm for WT; 144 µm for KO. P<0.001 by Mann-Whitney U test).
(9.56 MB TIF) Click here for additional data file.

Figure S3 No difference in expression levels of UCP-1, GLUT-1 or COX-4 in brown adipose tissue between KRAP−/− and wild-type mice. Interscapular brown adipose tissue (BAT) was obtained from KRAP−/− (KO) and wild-type (WT) mice. Protein expression levels of UCP-1, GLUT-1 and COX-4 were determined by western blotting. UCP-1 Ab, GLUT-1 Ab and COX-4 Ab were purchased from Sigma (U6382), Santa Cruz (H-43) and Clontech (S2207), respectively.
(1.94 MB TIF) Click here for additional data file.

Figure S4 No difference in expression levels of UCP-3 or COX-4 in skeletal muscle between KRAP−/− and wild-type mice. Skeletal muscle was obtained from KRAP−/− (KO) and wild-type (WT) mice. Protein expression levels of UCP-3 and COX-4 were determined by western blotting. UCP-3 Ab, COX-4 Ab and Actin Ab were purchased from Sigma (U7757), Clontech (S2207) and Sigma (A2066), respectively.
(2.15 MB TIF) Click here for additional data file.

Figure S5 Absence of significant activations of Akt or Insulin receptor β in the KRAP−/−-BAT in fasted condition. Interscapular brown adipose tissue (BAT) was obtained from KRAP−/− (KO) and wild-type (WT) mice. (A) Protein expression levels of Akt, phospho-Akt (Ser473) (P-Akt) and Actin were determined by western blotting. As a positive control for P-Akt, lysate from cultured adipocytes treated with 100 nM of insulin for 5 min was used. Akt Ab, phospho-Akt (Ser473) Ab and Actin Ab were purchased from Cell Signaling (#9272), Cell Signaling (#9271) and Sigma (A2066), respectively. (B) Protein expression levels of total- and phospho-Insulin receptor (IR) β (Tyr972) were determined by western blotting. Immunoprecipitates with IRβ Ab were immunoblotted by IRβ Ab (C-19, Santa Cruz) or phospho-IRβ (Tyr972) Ab (44-800G, BIOSOURCE).
(4.85 MB TIF) Click here for additional data file.

Figure S6 Upper Venn diagrams showed the up-regulated 114 probesets and down-regulated 158 probesets in KRAP−/−-brown adipose tissue. Lower Venn diagrams showed the up-regulated 119 probesets and down-regulated 223 probesets in KRAP−/−-liver. 

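Over all probesets of the liver arrays, a signal at least 1.5-fold higher in the *KRAP* -/- mouse than in its littermate was found for 8927 probesets in pair 1, 8806 in pair 2 and 9028 in pair 3. A signal at least 1.5-fold lower was found for 9983, 9871 and 9234 probesets. Most of these were changed in a single pair, 12729 of the higher and 13137 of the lower probesets, and 5462 and 6027 in exactly 2 pairs.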

A cut-off value of 1.5-fold or more change between the KRAP−/− (KO) and the wild-type (WT) tissues was used. The data of the differentially expressed genes were provided in Table S3 and S4.
(10.08 MB TIF) Click here for additional data file.

Table S1 Metabolic profiles of KRAP−/− and wild-type mice in the C57BL6/J genetic background. Body weights of KRAP−/− and wild-type mice were measured at birth. For liver glycogen measurement, livers from 20 week-old male mice under standard diet were homogenized in 3% (w/w) perchloric acid and the homogenate was incubated for 2 h at 40°C with amyloglucosidase to hydrolyze the glycogen. The resulting glucose residue was then measured using an enzymatic glucose test Wako. The content of undigested proteins in fecal samples was examined using a Bradford ULTRA (novexin) with water-homogenized fecal samples. Oxygen consumption and carbon dioxide production in expired air were measured continuously with an automatic O2-CO2 analyzer (NEC Medical System, model IH26) and the respiratory quotient was calculated. Respiratory quotient of mice after 4 weeks of high-fat diet were also examined. Triglyceride content in liver and muscle from mice fed a high-fat diet for 14 weeks was measured with triglyceride E-test Wako (Wako Co.). Serum glucose was measured after 10 weeks of high-fat diet with the Medisense Xtra (Abbott Laboratories Co.). Serum insulin, leptin and adiponectin were measured after 10 weeks of high-fat diet with ELISA kits (Shibayagi Co., R&D Systems and Otsuka Pharmaceutical Co., respectively). n, number; Data are presented by mean±S.E.M.
(0.04 MB DOC) Click here for additional data file.

Table S2 Serum chemistry of wild-type and KRAP−/− mice. All samples were from mice on a standard diet and assessed for serum parameters as described in Methods. Data are presented as the mean±S.E.M.; *P<0.05 and P<0.01 compared with wild-type controls. n, number; FFA, free fatty acid; T3, triiodothyronine; T4, thyroxine.
(0.05 MB DOC) Click here for additional data file.

Table S3 Gene Ontology (GO) terms enriched in the down-regulated genes in KRAP−/−-BAT. Out of 158 down-regulated genes, 104 genes were found to have GO term annotations and subjected to GO term enrichment analysis. Expression data for 1.5-fold or more down- and up-regulated genes in KRAP−/−-BAT. Microarray gene expression analysis was performed on the brown adipose tissues from three pairs of KRAP−/− (KO) and the wild-type (WT) controls.
(0.64 MB DOC) Click here for additional data file.

Table S4 Gene Ontology (GO) terms enriched in the down-regulated genes in KRAP−/−-liver. Out of 223 down-regulated genes, 151 genes were found to have GO term annotations and subjected to GO term enrichment analysis. 

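The folds of the liver table were set against ratios computed from the deposited signals divided by the array medians. Of its 1266 folds, 3 for each probeset, 1263 lay within 5% or 0.01 of the computed ratio. All 199 probesets listed as up and 222 of the 223 listed as down met the 1.5-fold limit in all 3 computed ratios. The exception was Yap1, whose computed ratio in pair 1 was 0.6673. The median signal of the listed probesets was 3.03 times the array median, against 0.240 for the 1914 other probesets that met the limit in all 3 pairs.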

Expression data for 1.5-fold or more down- and up-regulated genes in KRAP−/−-liver. Microarray gene expression analysis was performed on the livers from three pairs of KRAP−/− (KO) and the wild-type (WT) controls.
(0.95 MB DOC) Click here for additional data file.

Table S5 Primer sequences for preparation of probes used in northern blotting.
(0.03 MB DOC) Click here for additional data file.

# Supplementary material for: Altered Energy Homeostasis and Resistance to Diet-Induced Obesity in KRAP-Deficient Mice
**Source:** PLoS One. 2009 Jan 21;4(1):e4240. doi: 10.1371/journal.pone.0004240
**Supplement:** Table S2 — Serum chemistry of wild-type and KRAP−/− mice. All samples were from mice on a standard diet and assessed for serum parameters as described in Methods. Data are presented as the mean±S.E.M.; *P<0.05 and P<0.01 compared with wild-type controls. n, number; FFA, free fatty acid; T3, triiodothyronine; T4, thyroxine. (0.05 MB DOC)

**Standard diet**

Triglycerides

(mg/dl)

144 ± 14

103 ± 16

Cholesterol

(mg/dl)

76 ± 5

76 ± 6

FFA

(mEq/l)

0.46 ± 0.05

0.47 ± 0.08

**Wild-type**

***KRAP*-/-**

***n***

**Parameters (unit)**

10

10

10

Glucose

(mg/dl)

163 ± 7

9

Ketone

(mmol/l)

15

0.13 ± 0.02

0.14 ± 0.03

Insulin

(ng/ml)

1.42 ± 0.33

Leptin

(ng/ml)

3.77 ± 0.97

1.33 ± 0.18

Adiponectin

(μg/ml)

18 ± 1

T3

10

10

10

(ng/dl)

8

Glucagon

(pg/ml)

8

87 ± 5

329 ± 39

287 ± 45

73 ± 3*

0.60 ± 0.14*

24 ± 2

137 ± 4

Albumin

(g/dl)

10

2.70 ± 0.13

2.92 ± 0.08

IGF-1

(ng/ml)

8

615 ± 11

570 ± 16*

T4

(ng/ml)

10

28 ± 2

17 ± 2
,

Growth hormone

(ng/ml)

8

3.4 ± 0.7

3.2 ± 0.7

# Supplementary material for: Altered Energy Homeostasis and Resistance to Diet-Induced Obesity in KRAP-Deficient Mice
**Source:** PLoS One. 2009 Jan 21;4(1):e4240. doi: 10.1371/journal.pone.0004240
**Supplement:** Table S3 — Gene Ontology (GO) terms enriched in the down-regulated genes in KRAP−/−-BAT. Out of 158 down-regulated genes, 104 genes were found to have GO term annotations and subjected to GO term enrichment analysis. Expression data for 1.5-fold or more down- and up-regulated genes in KRAP−/−-BAT. Microarray gene expression analysis was performed on the brown adipose tissues from three pairs of KRAP−/− (KO) and the wild-type (WT) controls. (0.64 MB DOC)

**Gene Ontology (GO) terms enriched in the down-regulated genes in *KRAP-/-***-BAT

| No. | Category | Genes  in  Category | % of  Genes in  Category | Genes  in List in  Category | % of  Genes in  List in  Category | p-Value |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | GO:6633: fatty acid biosynthesis | 128 | 0.576 | 8 | 7.692 | 1.58E-07 |
| 2 | GO:16053: organic acid biosynthesis | 135 | 0.608 | 8 | 7.692 | 2.38E-07 |
| 3 | GO:46394: carboxylic acid biosynthesis | 135 | 0.608 | 8 | 7.692 | 2.38E-07 |
| 4 | GO:6631: fatty acid metabolism | 287 | 1.292 | 9 | 8.654 | 8.30E-06 |
| 5 | GO:44255: cellular lipid metabolism | 900 | 4.05 | 15 | 14.42 | 1.90E-05 |
| 6 | GO:42749: regulation of circadian sleep/wake cycle | 2 | 0.009 | 2 | 1.923 | 2.17E-05 |
| 7 | GO:45187: regulation of circadian sleep/wake cycle, sleep | 2 | 0.009 | 2 | 1.923 | 2.17E-05 |
| 8 | GO:50802: circadian sleep/wake cycle, sleep | 2 | 0.009 | 2 | 1.923 | 2.17E-05 |
| 9 | GO:8610: lipid biosynthesis | 445 | 2.003 | 10 | 9.615 | 4.57E-05 |
| 10 | GO:6629: lipid metabolism | 1055 | 4.748 | 15 | 14.42 | 0.000115 |
| 11 | GO:42745: circadian sleep/wake cycle | 4 | 0.018 | 2 | 1.923 | 0.000129 |
| 12 | GO:42752: regulation of circadian rhythm | 4 | 0.018 | 2 | 1.923 | 0.000129 |
| 13 | GO:6793: phosphorus metabolism | 1632 | 7.345 | 19 | 18.27 | 0.000186 |
| 14 | GO:6796: phosphate metabolism | 1632 | 7.345 | 19 | 18.27 | 0.000186 |
| 15 | GO:30431: sleep | 5 | 0.0225 | 2 | 1.923 | 0.000215 |
| 16 | GO:48512: circadian behavior | 6 | 0.027 | 2 | 1.923 | 0.000321 |
| 17 | GO:6801: superoxide metabolism | 29 | 0.131 | 3 | 2.885 | 0.000333 |
| 18 | GO:16310: phosphorylation | 1360 | 6.121 | 16 | 15.38 | 0.00057 |
| 19 | GO:30968: unfolded protein response | 35 | 0.158 | 3 | 2.885 | 0.000585 |
| 20 | GO:6468: protein amino acid phosphorylation | 1247 | 5.612 | 15 | 14.42 | 0.000686 |
| 21 | GO:45444: fat cell differentiation | 40 | 0.18 | 3 | 2.885 | 0.000868 |

**Down-regulated genes in *KRAP-/-***-BAT

**Up-regulated genes in *KRAP-/-***-BAT

# Supplementary material for: Altered Energy Homeostasis and Resistance to Diet-Induced Obesity in KRAP-Deficient Mice
**Source:** PLoS One. 2009 Jan 21;4(1):e4240. doi: 10.1371/journal.pone.0004240
**Supplement:** Table S4 — Gene Ontology (GO) terms enriched in the down-regulated genes in KRAP−/−-liver. Out of 223 down-regulated genes, 151 genes were found to have GO term annotations and subjected to GO term enrichment analysis. Expression data for 1.5-fold or more down- and up-regulated genes in KRAP−/−-liver. Microarray gene expression analysis was performed on the livers from three pairs of KRAP−/− (KO) and the wild-type (WT) controls. (0.95 MB DOC)

**Gene Ontology (GO) terms enriched in the down-regulated genes in *KRAP-/-*-**liver

| No. | Category | Genes  in  Category | % of  Genes in  Category | Genes  in List in  Category | % of  Genes in  List in  Category | p-Value |
| --- | --- | --- | --- | --- | --- | --- |
| 1 | GO:16126: sterol biosynthesis | 56 | 0.252 | 25 | 16.560 | 3.72E-40 |
| 2 | GO:6694: steroid biosynthesis | 117 | 0.527 | 27 | 17.880 | 3.81E-34 |
| 3 | GO:6695: cholesterol biosynthesis | 47 | 0.212 | 21 | 13.910 | 7.64E-34 |
| 4 | GO:16125: sterol metabolism | 129 | 0.581 | 26 | 17.220 | 3.19E-31 |
| 5 | GO:8610: lipid biosynthesis | 445 | 2.003 | 37 | 24.500 | 9.99E-30 |
| 6 | GO:8202: steroid metabolism | 230 | 1.035 | 28 | 18.540 | 3.78E-27 |
| 7 | GO:8203: cholesterol metabolism | 120 | 0.540 | 22 | 14.570 | 1.51E-25 |
| 8 | GO:44255: cellular lipid metabolism | 900 | 4.050 | 40 | 26.490 | 7.08E-22 |
| 9 | GO:6066: alcohol metabolism | 445 | 2.003 | 30 | 19.870 | 1.84E-21 |
| 10 | GO:6629: lipid metabolism | 1055 | 4.748 | 40 | 26.490 | 2.11E-19 |
| 11 | GO:8299: isoprenoid biosynthesis | 31 | 0.140 | 10 | 6.623 | 6.10E-15 |
| 12 | GO:6720: isoprenoid metabolism | 46 | 0.207 | 10 | 6.623 | 5.14E-13 |
| 13 | GO:6084: acetyl-CoA metabolism | 82 | 0.369 | 11 | 7.285 | 9.14E-12 |
| 14 | GO:9058: biosynthesis | 2184 | 9.829 | 43 | 28.480 | 8.03E-11 |
| 15 | GO:15938: coenzyme A catabolism | 3 | 0.014 | 3 | 1.987 | 3.08E-07 |
| 16 | GO:9607: response to biotic stimulus | 1255 | 5.648 | 26 | 17.220 | 3.41E-07 |
| 17 | GO:6732: coenzyme metabolism | 297 | 1.337 | 12 | 7.947 | 9.35E-07 |
| 18 | GO:51186: cofactor metabolism | 354 | 1.593 | 13 | 8.609 | 9.49E-07 |
| 19 | GO:6700: C21-steroid hormone biosynthesis | 29 | 0.131 | 5 | 3.311 | 1.41E-06 |
| 20 | GO:6952: defense response | 1198 | 5.392 | 24 | 15.890 | 1.85E-06 |
| 21 | GO:6085: acetyl-CoA biosynthesis | 15 | 0.068 | 4 | 2.649 | 2.64E-06 |
| 22 | GO:8207: C21-steroid hormone metabolism | 34 | 0.153 | 5 | 3.311 | 3.22E-06 |

**Down-regulated genes in *KRAP-/-***-liver

**Up-regulated genes in *KRAP-/-***-liver

# Supplementary material for: Altered Energy Homeostasis and Resistance to Diet-Induced Obesity in KRAP-Deficient Mice
**Source:** PLoS One. 2009 Jan 21;4(1):e4240. doi: 10.1371/journal.pone.0004240
**Supplement:** Table S5 — Primer sequences for preparation of probes used in northern blotting. (0.03 MB DOC)

| **Symbol/Gene name** | **5' primer** | **3' primer** | **ACCESSION** |
| --- | --- | --- | --- |
| *Acc1* | 5'-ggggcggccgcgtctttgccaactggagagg | 5'-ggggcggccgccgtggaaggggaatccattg | AY451393 |
| *Acc2* | 5'-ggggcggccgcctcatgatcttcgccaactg | 5'-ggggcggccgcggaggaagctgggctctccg | AY451394 |
| *Acox1* | 5'-cgcactgccactacgtgaccgtta | 5'-tcaaagcttcgactgcaggggct | AF006688 |
| *Ucp2* | 5'-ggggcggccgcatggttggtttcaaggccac | 5'-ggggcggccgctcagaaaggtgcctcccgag | NM_011671 |
| *Actb* | 5'-atggatgacgatatcgctgcg | 5'-gaagctgtagccacgctcgg | NM_007393 |
| *Lpl* | 5'-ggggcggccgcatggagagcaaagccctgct | 5'-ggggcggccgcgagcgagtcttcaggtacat | NM_008509 |
| *Hsl* | 5'-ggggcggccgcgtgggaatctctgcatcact | 5'-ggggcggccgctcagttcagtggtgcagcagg | BC021642 |
| *Pparg* | 5'-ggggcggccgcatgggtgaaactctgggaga | 5'-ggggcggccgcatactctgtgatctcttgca | NM_011146 |
| *Leptin* | 5'-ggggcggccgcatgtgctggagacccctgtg | 5'-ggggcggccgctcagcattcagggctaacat | NM_008493 |
| *Fabp4* | 5'-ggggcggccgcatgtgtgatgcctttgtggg | 5'-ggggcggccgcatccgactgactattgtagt | NM_024406 |
| *Rplp0* | 5'-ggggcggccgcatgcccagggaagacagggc | 5'-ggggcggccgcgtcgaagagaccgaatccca | NM_007475 |
| *Ucp1* | 5'-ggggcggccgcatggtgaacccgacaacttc | 5'-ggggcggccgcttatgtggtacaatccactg | NM_009463 |
| *Pgc1a* | 5'-ggggcggccgcatggcttgggacatgtgca | 5'-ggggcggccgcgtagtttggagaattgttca | AF049330 |

How the deposited data were processed for this re-analysis (not part of the article)

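Liver RNA of 3 *KRAP* -/- mice and 3 wild-type littermates was measured on 6 arrays of the type Affymetrix Mouse Genome 430 2.0, and the arrays of BAT were not analysed here. The values the authors deposited are linear signal intensities from GCOS, not log transformed and not scaled to a common median, and the normalization to the 50th percentile and to the wild-type average that the paper describes is not in them. The number of arrays limits the precision.

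Each signal was divided by the median of its array, and 64 control probesets were left out, which leaves 45037. The paper's rule was applied as the methods state it, a ratio of *KRAP* -/- to wild-type of at least 1.5 or at most 1/1.5 in each of the 3 littermate pairs, with no floor and no limit on dim probesets. For a test, signals were floored at 0.1 and taken as log2, and 28531 probesets with a mean of at least 0.5 were fitted with limma 3.58.1 (R 4.3.3), with the littermate pair as a block, moderation with an intensity trend and Benjamini-Hochberg adjustment, with 0.05 as the threshold. Gene lists were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation and with fry, at the brightest probeset of each gene, adjusted over the lists, and enrichment among the genes of the 1.5-fold rule with Fisher's exact test, 2-sided, against 18193 genes with a named probeset (scipy 1.17.1). Bootstrap intervals resampled genes 10000 times. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Symbols came from the annotation of the probesets, and the order of genes on chromosome 2 from a table of GRCm38.p6 genes.

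The 37 gene lists and the rule for named genes were set before the data were examined, but after the values of Table S4 had been seen. So were the alternatives, apart from those stated below as chosen after seeing the data. The rule names *KRAP*, each gene the paper names for the liver, with all its probesets, the 10 genes with the largest rise and the 10 with the largest fall among those that passed the test and moved the same way in all 3 pairs, and in each list up to 4 members past the threshold or otherwise up to 2 with the largest change.

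The fit was tested on simulated data, in which 16, 30, 37 and 42 of 50 probesets changed 1.5-, 2-, 3- and 4-fold were recovered with 13 false calls, and the 1.5-fold rule recovered 4, 38, 44 and 47 with 311 false calls. Both were counted over the 28531 probesets that were fitted, so the false calls of the 1.5-fold rule over all probesets, dim ones included, are not known from it. The simulation was reported for this fit alone. It therefore does not show whether the intensity trend, without which no probeset of the real data passed, holds for these arrays. The alternatives were the values as deposited, quantile normalization, other floors, a pseudocount, other limits on dim probesets, no block, no intensity trend, no cross-hybridizing probesets, a 2-fold limit and leaving out each pair. The correlations between littermates of the deviations from the genotype means were 0.043, 0.0095 and −0.012, so the pairing rests on the paper's statement that the mice were littermates.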

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

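The test of 129 sequence, the tests of the interferon response and the test of the scaling were chosen after the result was seen, and for the interferon response the bounds on the cell markers were set again, as a comparison of intervals, once the values were known, and a test of RNA integrity was removed after its result, which argued against that explanation for the third pattern, was seen.

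Genes of the type I interferon response, which the paper does not discuss, were lower in *KRAP* -/- liver: their median log2 fold change was −0.70 (95% bootstrap interval −0.86 to −0.60 over genes, which are not independent), with 22 of 22 lower and 12 past the threshold from limma (18 when adjusted over the list alone), among them Ifit3 with −1.27 (adjusted p = 0.0039), Ifit1 with −1.25 (adjusted p = 0.0039), Oasl1 with −1.05 (adjusted p = 0.0098) and Oasl2 with −0.99 (adjusted p = 0.044), which did not pass with quantile normalization (0.053) or without pair 1 (0.11) or pair 3 (0.057). Camera gave adjusted p = 7.5e-19 with the preset correlation and adjusted p = 0.41 with an estimated correlation, fry gave 0.028, and 9 of 23 genes were down 1.5-fold in all 3 pairs (odds ratio 12.5, adjusted p = 1.8e-05 from Fisher's exact test). The paper's Table S4 lists the GO terms “response to biotic stimulus” and “defense response” for the genes down in *KRAP* -/- liver. The overlap of these terms with the interferon genes was not tested. A single animal with a raised response is argued against, since the median ratio was 0.580, 0.620 and 0.576 in the 3 pairs and the highest upper bound was 0.699, and so is a fall of every non-parenchymal cell type alike, since endothelial markers had a median of −0.047 (interval −0.20 to 0.01, and 0.01 with quantile normalization), although stellate cell markers, with −0.26 (interval −0.55 to 0.16), leave a fall of those cells open. Fewer macrophages and lymphocytes may remain an explanation: 23 markers of Kupffer, T, NK and B cells, none of them in the interferon lists, had a median of −0.50 (interval −0.65 to −0.37), which overlaps the interval of the interferon genes, although it lies above their median taken as a point, the bound first set. Clec4f, a marker of Kupffer cells, read 23.1 ± 0.805 in *KRAP* -/- and 33.5 ± 1.67 in wild-type liver (SD, n = 3 each), and a lower response to interferon in the cells of *KRAP* -/- liver was not tested apart from the number of cells.

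Rbm45, which lies 16 genes from *KRAP* on chromosome 2 and is not discussed by the paper, had a log2 fold change of 2.42 from limma. The other called genes among the 100 on each side, named here after their values were seen, were lower: B3galt1 with −1.48 (adjusted p = 0.046), which did not pass with quantile normalization (0.057), without the pair as a block (0.069) or without pair 3 (0.054), Abcb11 with −0.47 (adjusted p = 0.046), which did not pass with the values as deposited (0.19), with quantile normalization (0.054) or without pair 1 (0.076) or pair 2 (0.093), and Ctnnd1 with −0.65 (adjusted p = 0.039), which did not pass with the values as deposited (0.056), with quantile normalization (0.064), without the block (0.070) or without pair 1 (0.14). Sequence of the 129 strain left around the targeted allele could give such calls, but the odds of being called were not resolved, at 4 of 156 probesets near *KRAP* against 342 of 23644 elsewhere (odds ratio 1.79, 95% interval 0.480 to 4.73, p = 0.29 from Fisher's exact test), while 6 of 28 genes recalled as neighbours were up 1.5-fold in all 3 pairs (odds ratio 7.16, adjusted p = 0.0086), which did not pass with the values as deposited (5 genes, odds ratio 5.03, adjusted p = 0.10), with a mean of at least 0.5 (0.063) or 1 (0.16), at 2-fold (0.92) or without pair 2 (0.19), so that such an effect and none cannot be told apart. A chance cluster also stays open, since 6.53% of 17084 other windows of 200 genes held as high a share of called genes. Whether the rise of Rbm45 alone comes from the targeted allele was not tested.

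Probesets with no symbol in the annotation used here made up 25 of 123 rises (20.3%) and 24 of 279 falls (8.60%) from limma, against 14.3% of all probesets tested, so that the rises lay above and the falls below that share, an odds ratio of 2.70 (p = 0.0015 from Fisher's exact test), and the paper does not discuss them. Noise of dim probesets is argued against, since the odds ratio was 2.64 (95% interval 1.24 to 5.59) among those with a mean of at least 4, with 19.1% of the rises and 8.17% of the falls against 5.81% of those tested, and so is the scaling of the arrays as the whole cause, since it was 2.64 (interval 1.45 to 4.89) with the values as deposited and 2.01 (interval 1.05 to 3.90) with quantile normalization, the latter by a narrow margin. Rises of parts of transcripts rather than of whole transcripts could be behind the pattern and cannot be told apart from rises of whole transcripts. In 67 genes with a rising probeset the brightest other probeset had a median log2 fold change of 0.16 (95% bootstrap interval 0.05 to 0.22), above 0 but far below the rises, while in 115 genes with a falling probeset it was −0.52 (interval −0.64 to −0.40). Probesets with no symbol belong to no named gene, so they are not in this comparison, which cannot show what lies behind them. No biological explanation was tested.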

How the results depend on the processing

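The alternatives with a mean of at least 4 the count by genes near *KRAP* and those for probesets with no symbol were chosen after seeing the data. The 1.5-fold rule gave 1036 probesets higher and 1299 lower in *KRAP* -/- liver. The counts were 320 and 393 with a mean signal of at least 0.5, 177 and 239 with at least 1, 49 and 135 with at least 4, 376 and 535 at 2-fold, and 366 and 548 with no pairing, when all 9 ratios had to pass. The lower count was 854 with a floor of 0.1, and without 1 pair the counts were 2811 to 2883 higher and 3178 to 3512 lower, since the rule then asks for fewer pairs. By limma, leaving out 1 pair gave 123 to 295 higher and 288 to 469 lower probesets, and the fit without the pair as a block gave 93 and 255. Both counts were 0 in limma with no filter and 0 without its intensity trend, where 4551 and 3089 probesets had an unadjusted p under 0.05. For these counts and for those without 1 pair by limma the cause was not tested. No call of the 66 named probesets past the threshold changed direction under any alternative. Leaving out a pair could not reverse a call, since these probesets had the same direction in all 3 pairs. Of the 66, 10 lost their call without the block, 5 with the values as deposited and 4 with quantile normalization. Without pair 1 the call was lost by 6 of them, without pair 2 by 3 and without pair 3 by 3. With no filter or without the trend all 66 lost it. Of the gene lists, 6 were higher and 7 lower by camera, 0 and 0 with an estimated correlation, 0 and 4 by fry, and 2 to 7 higher and 6 to 8 lower without 1 pair. At 2-fold, 2 genes of the type I interferon response were down (adjusted p = 0.92 from Fisher's exact test), while cholesterol and fatty acid synthesis kept their enrichment under each alternative run. The odds ratio near *KRAP* was 0.495 with quantile normalization to 2.16 by genes, none past the threshold, and it has no value with no filter or without the trend, where nothing was called. The odds ratio of having no symbol, rises against falls, was 2.01 to 3.70 and past the threshold in each fit that made calls. The number of arrays and the dim signal of many probesets limit the precision.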

Differences from the paper's values

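The paper's reported number of probesets up-regulated in *KRAP* -/- liver is 199 in its text and Table S4 and 119 in the legend of Figure S6, against 1036 here. The paper's reported number of down-regulated probesets is 223, against 1299, and its sum is 422, against 2335. The counts here apply the 1.5-fold limit in all 3 pairs that the methods state, over all probesets, and the methods state no limit on dim probesets. Of the alternatives set before the data were examined, only the one with a mean signal of at least 1 gave counts within 1.5 times the paper's, 177 higher, 239 lower and 416 in all, and it kept 148 of the 199 and 196 of the 223 probesets of Table S4. The counts stayed more than 1.5 times the paper's with the values as deposited, quantile normalization, floors of 0.1 and 0.01, a mean of at least 0.5, a 2-fold limit, no pairing, no probesets ending in _x_at or _s_at, and without each pair.

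The paper names *Lepr* and *Acaa1a* as up-regulated in *KRAP* -/- liver, and its ratios for their rising probesets were recovered here. For the brightest probeset of *Lepr* the paper gives 1.88, 1.89 and 1.87 in pairs 1, 2 and 3, against 1.88, 1.89 and 1.86. The other probesets tested did not meet the 1.5-fold rule, with ratios of 0.904 in pair 3 for *Lepr* and 0.852 in pair 1 for *Acaa1a*. At *Lepr*, 2 probesets rose and the remaining one had a log2 fold change of 0.37 (adjusted p = 0.46), and at *Acaa1a*, 1 probeset rose and the other had −0.01 (adjusted p = 0.98), all from limma.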

Other observations

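The splits of the arrays for the calls by limma and the tests with a mean of at least 4 were chosen after the result was seen. Of 18 genes of the interferon gamma response, 7 fell, none rose and 11 did not pass the test from limma (11 fell when adjusted over the list alone), with Cxcl9 at −0.93 (adjusted p = 0.013), Psmb9 at −0.91 (adjusted p = 0.0064), Gbp3 at −0.90 (adjusted p = 0.037), which did not pass with the values as deposited (0.055), with quantile normalization (0.059) or without pair 1 (0.091) or pair 2 (0.060), and Psmb8 at −0.81 (adjusted p = 0.0084). Camera gave adjusted p = 1.1e-07, and adjusted p = 0.41 with an estimated correlation. Of 11 markers of Kupffer cells, Clec4f fell by 0.54 (adjusted p = 0.025, and 0.071 with the values as deposited) and the other 10 did not pass (7 fell when adjusted over the list alone), with adjusted p = 3.9e-05 from camera and adjusted p = 0.58 with an estimated correlation. Of 6 markers of B and plasma cells, Ighm fell by 2.02 at its brightest probeset (adjusted p = 0.019), and by 2.61 without pair 3, although its probesets disagree. The list had adjusted p = 0.0092 from camera, adjusted p = 0.58 with an estimated correlation and adjusted p = 0.12 without pair 2, and at the mean of all probesets of a gene adjusted p = 0.11. Of 6 markers of T and NK cells none passed, with Nkg7 at −1.73 (adjusted p = 0.26) and adjusted p = 0.30 for the list from camera. The signal of Nkg7 in *KRAP* -/- liver was 0.450 ± 0.327 of the array median (SD, n = 3), not shown to be above background. Its fold is therefore uncertain, with ratios of 0.514, 0.600 and 0.088 in pairs 1, 2 and 3. By fry, T and NK cell markers were lower (adjusted p = 0.035), while Kupffer cell markers and B and plasma cell markers did not pass (adjusted p = 0.26 and 0.29). None passed among 9 endothelial, 9 stellate, 5 cholangiocyte, 5 neutrophil and monocyte, 3 erythroid, 3 adipocyte, 4 pancreatic acinar and 8 hepatocyte markers, with median log2 fold changes of −0.05, −0.26, −0.50, −0.04, 0.32, −1.17, −0.49 and 0.01, and none of these lists passed by camera. When adjusted over the list alone, 1 endothelial, 2 stellate, 1 neutrophil and monocyte and 2 pancreatic acinar markers fell. Over all probesets, falls passed without pair 2 for Lrat (adjusted p = 0.026), Col3a1 (0.018) and Prss2 (0.037). Without pair 3 they passed for Lyz2 (0.012) and Cela1 (0.0011), and Cela1 also passed without the pair as a block (0.048). The medians of the endothelial and the neutrophil and monocyte markers change sign with the values as deposited, and camera's direction for the latter was higher.

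Of 8 genes that are higher in male liver, 3 fell (4 when adjusted over the list alone), namely Slco1a1 with −2.97 at its brightest probeset (−2.27 without pair 2 and −3.78 without pair 3), Mup3 with −1.34 (adjusted p = 0.0061) and Cyp7b1, an enzyme of bile acid synthesis, with −0.80 (adjusted p = 0.011). Camera gave adjusted p = 0.0083, adjusted p = 0.58 with an estimated correlation and adjusted p = 0.058 without the probesets ending in _x_at or _s_at. The list did not pass without the trend (0.068), with a mean of at least 4 (0.054) or by fry (0.17) either. Of 12 genes that are higher in female liver, 3 fell as well (4 when adjusted over the list alone). These were Cyp3a16 with −5.35 (adjusted p = 0.021), Cyp3a44 with −2.35 (adjusted p = 8.7e-04) and Cyp17a1 with −1.33 (adjusted p = 0.014). The fold of Cyp3a16 is set by the floor in pairs 2 and 3. The list had adjusted p = 0.16 from camera, and adjusted p = 1.6e-04 without pair 1, 0.042 with the values as deposited and 0.040 without the probesets ending in _x_at or _s_at. Of the sex chromosome genes only Xist was bright enough to be tested. The brightest probeset of Xist had a log2 fold change of 0.14 (adjusted p = 0.54), and a dimmer one rose from 33.2 ± 3.18 to 57.0 ± 3.82 (SD, n = 3 each, adjusted p = 0.0053 from limma), while the probesets of Eif2s3y, Kdm5d and Uty, genes of the Y chromosome, read at most 0.526 on any array. Of 10 genes of bile acid synthesis only Cyp7b1 passed, and the list had adjusted p = 0.60 from camera. Of 15 genes of bile acid and canalicular transport 2 fell, Slco1a1 and Abcb11, the bile salt export pump, and the list had a median of 0.12, a mean of −0.10 and adjusted p = 0.023 for higher from camera, with adjusted p = 0.58 with an estimated correlation. That list did not pass without the pair as a block (0.065) or without pair 2 (0.16) or pair 3 (0.18).

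In other groups the calls were few. Slc37a4, the glucose-6-phosphate transporter, rose by 0.51 (adjusted p = 0.021) among 10 genes of gluconeogenesis, which had adjusted p = 0.0048 from camera, and adjusted p = 0.58 with an estimated correlation, and adjusted p = 0.22 without pair 3. None of 11 genes of insulin signalling passed, with Gsk3b at 0.58 (adjusted p = 0.083), and camera gave adjusted p = 0.044, and adjusted p = 0.58 with an estimated correlation. That list did not pass with no filter (0.068), without the block (0.098), without the trend (0.054), with a mean of at least 4 (0.054), at the mean of all probesets of a gene (0.11), or without pair 2 (0.12) or pair 3 (0.074). Orm2, an acute phase protein, rose by 1.46 (adjusted p = 0.035) among 17 genes of its list, Herpud1 by 0.54 (adjusted p = 0.036) among 13 of the unfolded protein response, and Hlf by 0.72 (adjusted p = 0.038) among 17 of the circadian clock, and these lists had adjusted p = 0.065, 0.83 and 0.52 from camera. The acute phase list passed with the values as deposited (0.035), without the probesets ending in _x_at or _s_at (0.040) and without pair 3 (0.018). Slc37a4, Orm2 and Herpud1 did not pass without the pair as a block (0.11, 0.066 and 0.062), nor Herpud1 with the values as deposited (0.065), nor Hlf without pair 1 (0.12). None passed among 7 genes of glycolysis, 26 of oxidative phosphorylation, 10 targets of Nrf2, 10 of xenobiotic metabolism and 12 of the actin and canalicular cytoskeleton, with medians of −0.08, −0.02, −0.24, −0.03 and −0.12, and none of these lists passed by camera. When adjusted over the list alone, 1 target of Nrf2 rose and 1 fell. Over all probesets, falls of Gstm3 (adjusted p = 2.8e-04), Ugdh (0.013) and Cyp2b10 (0.0027) passed without pair 3. A fall of Actg1 passed without pair 2 (0.048). Camera's direction was higher, against the sign of the median, for oxidative phosphorylation, xenobiotic metabolism, the unfolded protein response and the circadian clock. The medians of all of these but the unfolded protein response, and that of bile acid synthesis, change sign with the scaling. Among 25 genes recalled as neighbours of *KRAP*, only Rbm45 passed, and the list had adjusted p = 0.15 from camera, and 0.030 without pair 1.

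The paper found *Acaca* (*Acc1*) reduced in *KRAP* -/- liver in its northern and western blots (Figure 4A, 4E). On the arrays its brightest probeset was lower but did not pass. It had a log2 fold change of −0.62 (adjusted p = 0.073 from limma), with adjusted p = 0.0062 without pair 3. The other probeset of *Acaca* had −0.01 (adjusted p = 0.99). In liver *Ppargc1a*, whose blots the paper reports for BAT, had 0.68 (adjusted p = 0.060) at its brightest probeset, with adjusted p = 0.040 without the pair as a block and 0.025 without pair 2. Its other probesets had 0.34 to 0.55 (adjusted p of 0.16 to 0.44), and the one with 0.34 was not higher in pair 1 (ratio 0.987). *Actb* had 0.04 (adjusted p = 0.88) at its brightest probeset and 0.72 (adjusted p = 0.26) at its other one, with adjusted p = 0.011 without pair 1. *Igf1*, which was not in the northern blots and whose protein the paper measured in serum, had −0.32 to −0.16 over 4 probesets (adjusted p of 0.14 to 0.52). *Ucp1*, whose blots the paper reports for BAT, read 0.118 ± 0.0572 in *KRAP* -/- and 1.01 ± 1.16 in wild-type liver (SD, n = 3 each, adjusted p = 0.38 from limma).

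With the pair as a block, limma called 402 probesets for the real genotypes and at most 0 in the other splits, so that 1 of 4 splits, the real one, gave as many. With no block these were 348 and 2 over 10 splits. Camera called 13 lists for the real genotypes and at most 10 in the other 3 splits with the pair as a block. The splits are too few for a share under 0.05.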
